# Exploring transcriptomic diversity in muscle revealed that cellular signaling pathways mainly differentiate five Western porcine breeds

**DOI:** 10.1186/s12864-015-2259-9

**Published:** 2015-12-12

**Authors:** Magali SanCristobal, Florian Rohart, Christine Lascor, Marcel Bouffaud, Lidwine Trouilh, Pascal G.P. Martin, Yannick Lippi, Thierry Tribout, Thomas Faraut, Marie-José Mercat, Denis Milan, Laurence Liaubet

## Abstract

**Background:**

Among transcriptomic studies, those comparing species or populations can increase our understanding of the impact of the evolutionary forces on the differentiation of populations. A particular situation is the one of short evolution time with breeds of a domesticated species that underwent strong selective pressures. In this study, the gene expression diversity across five pig breeds has been explored in muscle. Samples came from: 24 Duroc, 33 Landrace, 41 Large White dam line, 10 Large White sire line and 39 Piétrain. From these animals, 147 muscle samples obtained at slaughter were analyzed using the porcine Agilent 44 K v1 microarray.

**Results:**

A total of 12,358 genes were identified as expressed in muscle after normalization and 1,703 genes were declared differential for at least one breed (FDR < 0.001). The functional analysis highlighted that gene expression diversity is mainly linked to cellular signaling pathways such as the PI3K (phosphoinositide 3-kinase) pathway. The PI3K pathway is known to be involved in the control of development of the skeletal muscle mass by affecting extracellular matrix - receptor interactions, regulation of actin cytoskeleton pathways and some metabolic functions. This study also highlighted 228 spots (171 unique genes) that differentiate the breeds from each other. A common subgroup of 15 genes selected by three statistical methods was able to differentiate Duroc, Large White and Piétrain breeds.

**Conclusions:**

This study on transcriptomic differentiation across Western pig breeds highlighted a global picture: mainly signaling pathways were affected. This result is consistent with the selection objective of increasing muscle mass. These transcriptional changes may indicate selection pressure or simply breed differences which may be driven by human selection. Further work aiming at comparing genetic and transcriptomic diversities would further increase our understanding of the consequences of human impact on livestock species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2259-9) contains supplementary material, which is available to authorized users.

## Background

After the study of genome evolution, much effort has been recently put on the evolution of gene regulation and gene expression (see Romero et al. [1] for a review). Several recent studies report the existence of differentially expressed genes across species. These differences in gene expression could be due to various evolutionary processes, neutral or not ([2–13]). All these studies focused on comparisons between species, with large evolutionary divergences.

For shorter evolutionary times, Hufford et al. [14] observed that candidate genes for domestication in maize do not display any specific expression profile, contrary to the genomic patterns (DNA sequence). For the domesticated period of sorghum, Jiang et al. [15] observed that gene expression divergence between two lines was mainly determined by DNA sequence divergence. Nätt et al. [16] on the contrary observed numerous gene expression and methylation changes between wild and domesticated chickens, with an overrepresentation in selective sweeps. For a shorter time scale, Yang et al. [17] used gene expression in addition to genomic polymorphism (SNPs) to assign a human individual to its ethnic population. Muller et al. [18] suggest that gene expression changes could be related to the out-of-Africa adaptation in Drosophila with a clear sex-specificity. In budding yeast, Fraser et al. [19] observed that entire pathways can be affected by adaptation of gene expression. Transcriptomic differences, as well as proteomics and metabolomics were shown between two genetically diverse dry bean germplasm by Mensack et al. [20].

As briefly shown above, some work has been conducted on the differences in gene expression across populations, these populations being mostly at species level. The following question is however less studied. Are there any differentially expressed genes across breeds of the same species? If yes, what are their biological functions? We propose to explore this problem in the particular context of a domesticated species with a long history of selection pressure from human: the pig. Perez-Enciso et al. [21] compared gene expression among pig breeds in several tissues and provided interesting results on gene expression divergence. However, only 16 animals were used in their study. The aim of our study was to see if genes were differentially expressed among the main Western pig breeds, at a larger sampling scale, and what might be the biological implications. Secondly, we aim to answer the questions what kind of gene expression characterizes a particular breed, and what differentiates a breed on the basis of gene expression. For that purpose, we will focus on one tissue of interest in pig breeding: a post-mortem muscle. Indeed pig meat production has placed a strong selective pressure on various characteristics of meat (muscle).

## Results

### Data

The sampled animals came from 5 pig breeds: 24 Duroc (DU), 33 Landrace (LR), 41 Large White dam line (LWF), 10 Large White sire line (LWM) and 39 Piétrain (PI). The two Large White lines derived from a common and recent ancestor, and were specialized on “male” traits (like conformation) for LWM or on “female” traits (like maternal behaviour) for LWF. All animals were males (castrates) except Piétrain (females). They were reared in 10 different contemporary groups, and slaughtered around 100 kg as in [22]. From these animals, 147 post-mortem *Longissimus dorsi* muscle samples were analyzed using the porcine Agilent 44 K v1 microarray. 

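The series holds 147 one-colour arrays, 1 per animal, from 39 Piétrain, 24 Duroc and 33 Landrace pigs and from the Large White dam (n = 41) and sire (n = 10) lines. The Piétrain animals were the only females and all other animals were castrated males. RNA of each muscle sample was labelled with Cy3, and the value of a probe is the brightness of its spot, not a count of molecules. The authors' table gives the natural log of the processed intensity of 12358 spots, with the mean of each chip subtracted. It was converted to log2, and spots of the same probe were averaged, which left 12266 probes. Of these, 2879 probes could be named, for 2124 genes. The columns of all but 3 animals equalled the log of the processed signal of 1 scanner file minus its chip mean (standard deviation of the difference at most 4.9e-15, tolerance 1e-09). In each case that scanner file was recorded for another animal, so the values used here are those of the authors' table under the labels of its own columns. In that table all 39 Piétrain lay below and all other animals above the midpoint for DDX3Y, a Y-linked RNA helicase gene. With the scanner files as recorded, 28 Piétrain lay above it and 26 other animals below it. Through the matched files, the median number of spots above background per array was 18750.5 in Duroc, 19872 in Landrace, 20402 in the Large White dam line, 19530 in the sire line and 19499 in Piétrain. Median values of the table on the natural log scale were -0.258, -0.257, -0.249, -0.267 and -0.246 in the same order. For 2 animals the title and the breed label disagree, the label being Large White dam line. Their KIT values of 0.60 and 0.83 on the log2 scale lay above the highest Duroc value of -0.30, and they were kept in the dam line. Differences between breeds were tested probe by probe with limma, and the number of animals limits their precision.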

A total of 12,358 probes were detected and considered as expressed in muscle in the conditions of this experiment and after normalization. From these 12,358 probes, 9,055 (73 %) were mapped on the porcine genome (Sscrofa10.2 assembly) of which 8,758 (71 %) were localized on the autosomes.

### Global differential analysis

The aim was to identify genes whose expression varied across breeds. A large number of probes were found differentially expressed (DE). A list of 4,469 DE probes was identified between the five breeds for a FDR of 5 % (2,816, 1,703 and 1,095 for FDR of 1 %, 0.1 % and 0.01 % respectively; Table 1).

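The level of 2097 of the 12266 probes (17.1%) differed between breeds at a FDR of 0.1 %, among them probes of 1218 named genes. Piétrain animals were the only females, so breed and sex cannot be told apart in calls that rest on Piétrain. Without Piétrain, 601 probes were called. In Piétrain, 711 probes were higher and 661 lower than in the mean of the other breeds. In Duroc 202 were higher and 245 lower, in Landrace 99 and 135, and in Large White (mean of both lines) 93 and 84. PRKAG3, a regulatory subunit of the energy sensor AMPK, was 2.64-fold higher in Duroc (log2 difference 1.40, standard error 0.229, adjusted p = 9.28e-07). GPX1, a glutathione peroxidase, was 2.36-fold lower in Duroc (log2 difference -1.24, standard error 0.194, adjusted p = 2.9e-07). OAS1, an interferon-induced antiviral enzyme, was 2.85-fold lower in Landrace with 1 of its probes (log2 difference -1.51, standard error 0.283, adjusted p = 4.29e-05) and 2.83-fold higher in Piétrain (standard error of the log2 difference 0.268, adjusted p = 2.95e-06). That spot was above background on 25 of 32 matched Landrace arrays, and the brighter OAS1 probe had log2 differences of -0.02 in Landrace (adjusted p = 0.938) and -0.14 in Piétrain (adjusted p = 0.262). MMRN2, an endothelial matrix protein, was 2.48-fold lower in Landrace (log2 difference -1.31, standard error 0.204, adjusted p = 5.61e-07), its spot being above background on 24 of 32 matched Landrace arrays, so the size rests in part on values near background. In Large White, RBL2 of the retinoblastoma family was 1.93-fold higher (log2 difference 0.95, standard error 0.0928, adjusted p = 1.93e-15), and CIT, a kinase of cytokinesis, was 2.03-fold lower (log2 difference -1.02, standard error 0.15, adjusted p = 1.43e-07). The moderated F test over the 5 breed means passed 5074, 3369 and 1333 probes at a FDR of 5 %, 1 % and 0.01 %, with 24, 33, 41, 10 and 39 animals per breed. At 0.1 %, the global count was 3608 of 16830 probes with the matched scanner files and the slide as a random block, and 1287 of 16830 when their background was corrected by normexp. With the last part of the label code as a random block it was 1689 of 12266. The paper's model holds the contemporary group as a random effect, and the main fit here does not.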

**Table 1:** Number of differentially expressed probes linked to the breed effect

FDR 0.1 %	Breed effect (global)	Pairwise	Global or pairwise	Global and pairwise	Only global	Only pairwise
All transcripts	1,703	1,655	1,858	1,500	203	155
Autosomes	1,228	1,232	1,374	1,086	143	146

Two statistical analyses were applied to the data: a Fisher test to identify genes whose expression, differ among the 5 breeds (Piétrain, Duroc, Landrace, Large White dam line, Large White sire line) and a pairwise comparison to identify which genes are differentially expressed between pairs of breeds. The table gives the number of differentially expressed probes for the analysis of all transcripts and for the analysis restricted to the transcripts localized on the genomic sequence of the autosomes

A principal component analysis (PCA) was performed on the 1,703 DE probes at 0.1 % FDR, or equivalently a Multidimensional Scaling on Euclidian distance between individuals. The first axis (PC1 on Fig. 1a) clearly separated Piétrain animals from the others with 19 % of the variability explained. 

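Piétrain animals had a mean score of -15.6 ± 6.53 (SD, n = 39) on the first component of the 2097 probes, against 8.50 ± 6.17 in Duroc (n = 24), 7.30 ± 5.48 in Landrace (n = 33), 2.62 ± 4.70 in the Large White dam line (n = 41) and 5.63 ± 5.56 in the sire line (n = 10). The Y-linked genes EIF1AY, DDX3Y and USP9Y had the largest loadings, followed by SPP1 (osteopontin, a secreted matrix and immune protein) and TTN (titin, the giant spring of the sarcomere). SPP1 was 3.28-fold higher in Piétrain than in the other breeds (log2 difference 1.71, standard error 0.306, adjusted p = 2.95e-06), and TTN was 4.03-fold lower with 1 probe (log2 difference -2.01, standard error 0.387, adjusted p = 1.34e-05). Another TTN probe had -0.81, and the other two did not pass, with -0.04 and 0.05 (adjusted p = 0.83 and 0.768). This component held 17.7% of the variance and 74.6% of its own variance lay between breeds. The 2097 probes were chosen because they differ between breeds in these animals, so a separation on their components is built in and was not tested. A Piétrain animal and an animal of another breed fell in the same order in 99.4% of all such pairs. With all 12266 probes, the first component held 19.9% of the variance but only 4.46% of it lay between breeds (permutation p = 0.17), and the third component carried 60.8% between breeds.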

Keeping in mind the confounding effect of sex and Piétrain, this result suggests that the sex effect was the most important effect on the variation of gene expression in post-mortem muscle of the main Western pig breeds. 

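The second component of the 2097 probes followed the level of genes of fat cells and of lipid synthesis in the muscle sample. FASN, the fatty acid synthase, had its largest loading, and the mean of 14 adipocyte and lipid synthesis genes was correlated with the score across the 147 animals (Pearson r = 0.774, permutation p = 1e-05, adjusted p = 2.9e-05). Spearman's rho was 0.744 (permutation p = 1e-05, adjusted p = 2.8e-05, the raw p being the smallest that the permutations can give, in a family of 18 lists by 6 components), and r was 0.757 without the 2 animals farthest from the median. For the correlation with a list, the component was computed without the probes that the array names as genes of that list. The shares of slide and scan date below are of the component without the adipocyte genes. Within breeds r was 0.877 in Duroc, 0.866 in Landrace, 0.724 in the Large White dam line, 0.850 in the sire line and 0.602 in Piétrain. In the 10 animals of the sire line rho was only 0.442. The component also went with endothelial markers and with fibrillar matrix and fibroblast genes (Pearson r = 0.591 and 0.583, Spearman rho = 0.563 and 0.578). It went against oxidative phosphorylation and glycolysis (r = -0.662 and -0.634, rho = -0.629 and -0.587), with permutation p = 1e-05 for each of these, so it is not specific to fat genes. Slide and scan date, known through the matched files, explained 15.4% (permutation p = 0.99) and 5.22% (permutation p = 0.89) of the scores, and r was 0.775 within slides and 0.774 within scan dates, between 0.542 and 0.924 on single dates. Breed accounted for 28.9% of the variance of this component and for 85.1% of that of the third component, on probes chosen for a difference between breeds. On the third component Duroc had a mean score of -10.6 ± 2.35 (SD, n = 24) and the Large White dam and sire lines had 6.69 ± 2.57 (n = 41) and 6.42 ± 2.19 (n = 10). RAB18, a small G protein of lipid droplets, and OCA2, a pigment transporter, had the largest loadings there.

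**Figure D1:**
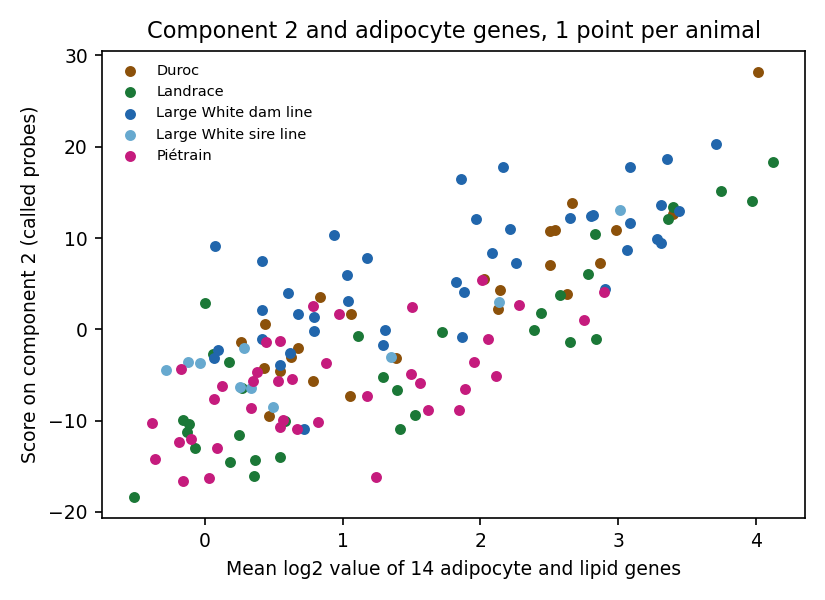
Mean level (log2) of 14 adipocyte and lipid synthesis genes against the score of the second component of the 2097 probes, 1 point per animal, coloured by breed. The component was computed without the probes of these genes. Animals of all 5 breeds spread along a rising trend (Pearson r = 0.774), the sign of the score being arbitrary.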

Although PC2 was difficult to interpret (no obvious known effect), PC3 separated Duroc from Large White animals (dam line and sire line together), with Landrace and Piétrain animals in between (Fig. 1b). PC4 and PC5 were able to separate Landrace from Piétrain animals (not shown).

**Fig. 1:**
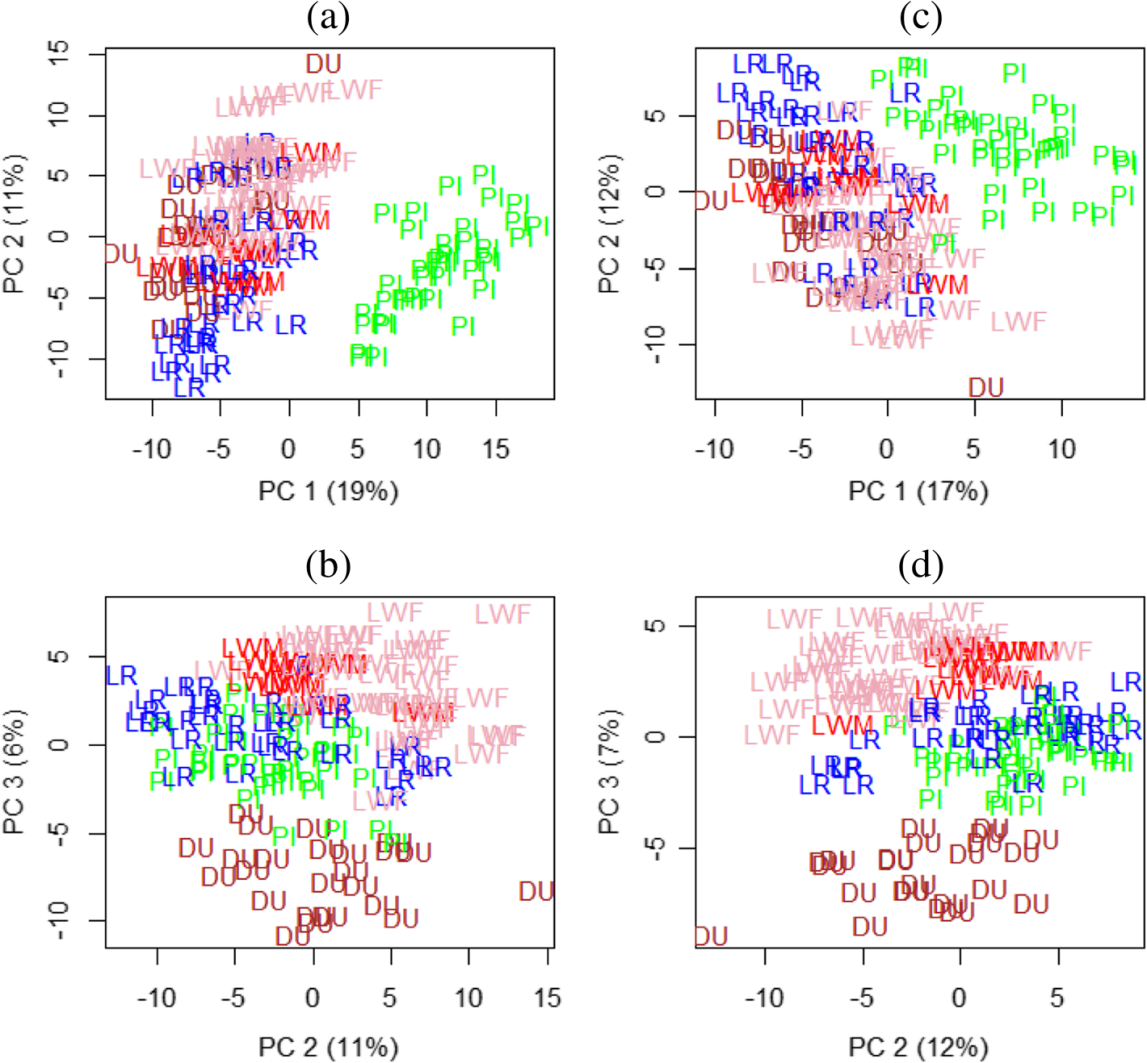
Principal Component Analysis of the top differentially expressed genes across breeds. Top 1,703 differentially expressed spots for a FDR equal to 0.1 % were used (**a** and **b**) and top 1,228 differentially expressed spots for a FDR 0.1 % restricted to genes localized on autosomes (**c** and **d**); (**a** and **c**) Principal Component (PC) 1 vs PC 2, (b and d) PC 2 vs PC 3. Piétrain (PI) animals are displayed in green, Landrace (LR) in blue, Duroc (DU) in brown, Large White sire line (LWM) in red and dam line (LWF) in pink

In the differential expression analysis, tests of significance between pairs of breeds (pairwise analysis) allow the identification of 1,655 DE probes at a FDR of 0.1 %. A summary is given in Table 2. Although, most of these 1,655 DE probes were part of the 1,703 DE probes identified above by the global differential analysis, 155 DE probes were solely identified by the pairwise analysis (FDR < 0.8 % with the global analysis). A list of 1,858 DE probes, the union of global or pairwise analyses, was available for further functional analysis. 

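The union of both analyses held 2407 probes, of which 1950 were called by both, 147 by the global test and 310 by a pairwise comparison. The largest global adjusted p among the 310 was 0.00937. KIT, a receptor of coat colour, IGF2, a growth factor, RAB18, a GTPase, and PIK3CG, a kinase, were called by both. Of the 1844 probes of Additional file 1 that were matched, 1820 were called by 1 or the other analysis, and of the paper's 1703 globally differential spots 1684 were. Across probes, the ranks of the paper's and the present global p had a Spearman correlation of 0.935, probes not being independent replicates.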

The detailed statistical results for the 1,858 DE probes are listed in Additional file 1 with details of genes’ annotation on Additional file 2. As already seen on the PCA plots (Fig. 1a and b), Piétrain was the most different from the other breeds. 

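Piétrain differed from Duroc in 1068 probes (504 higher and 564 lower in Duroc), from the Large White dam line in 1013 and from Landrace in 893. Comparisons without Piétrain gave 367 probes for Duroc and the dam line, 285 for Duroc and Landrace and 256 for Landrace and the dam line. With the 10 animals of the sire line, 104 probes differed from Duroc, 101 from Piétrain and 22 from Landrace. Among single genes lower in Piétrain than in the other breeds, PPARGC-1, a coactivator of mitochondrial genes, was 2.49-fold lower (log2 difference -1.32, standard error 0.242, adjusted p = 5.38e-06). NR4A3, a nuclear receptor induced by exercise, was 2.86-fold lower (log2 difference -1.52, standard error 0.316, adjusted p = 5.83e-05), and MYOZ2, a Z-disc protein of slow fibres, was 1.61-fold lower (log2 difference -0.69, standard error 0.131, adjusted p = 1.14e-05). STAC, an adaptor protein with an SH3 domain, was 2.67-fold lower (log2 difference -1.41, standard error 0.136, adjusted p = 2.69e-16). With the matched scanner files and the slide as a random block, which tested 16830 probes, the 3 counts for Piétrain were 1812, 1795 and 1569, and with a normexp background 653, 580 and 527. All 39 Piétrain were females, so a difference of breed cannot be told from one of sex in these comparisons.

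**Figure D2:**
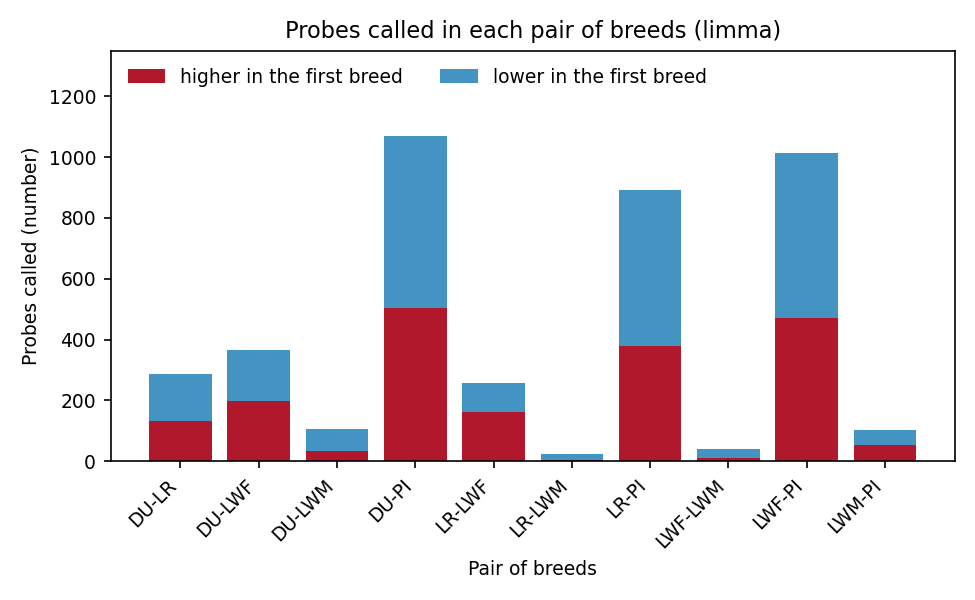
Number of probes called in each of the 10 pairs of Duroc (DU), Landrace (LR), Large White dam (LWF) and sire (LWM) lines and Piétrain (PI), higher (red) or lower (blue) in the first breed, at a FDR of 0.1 % (5 % for the Large White lines). The 3 longest bars are Piétrain against Duroc (1068), the Large White dam line (1013) and Landrace (893).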

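At a FDR of 5 %, 41 probes differed between the Large White lines, 11 higher in the dam line (n = 41) and 30 higher in the sire line (n = 10). By limma, 1918 probes had an unadjusted p under 0.05. The 5 annotated genes NLRC5, CPNE2, RAD1, DHX33 and PRKRIP1 were among the 41. The number of probes moved with the fit: it was 15 without the 2 animals whose title and breed label disagree and 74 with the slide as a random block in all but 3 animals. It was 17 with the last part of the label code as a random block and 1405 with array weights.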

Only six probes with a FDR 5 % appeared significant in the comparison of Large White lines, due to the small sample size in Large White sire line and the high genetic proximity of these lines (corresponding to five unique genes and one unannotated sequence; *NLRC5*, *CPNE2*, *RAD1*, *DHX33*, *PRKRIP1*, and *DN112586*). Venn diagrams for the other comparisons with a FDR of 0.1 % are plotted on Fig. 2.

**Table 2:** Number of differentially expressed probes between two breeds from the pairwise analysis

FDR 0.1 %	DU-LR	DU-LWF	DU-LWM	DU-PI	LR-LWF	LR-LWM	LR-PI	LWF-LWM	LWF-PI	LWM-PI
Global	164	233	47	641	293	13	703	6^a^	732	67
Autosomes	110	168	37	517	193	1	493	0^a^	519	40

^a^FDR 5 %

The number of differentially expressed probes between two breeds is given (FDR 0.1 %) for the analysis of all transcripts or the transcripts localized on the autosomes. Breed codes are DU for Duroc, LR for Landrace, LWF for Large White dam line, LWM for Large White sire line, and PI for Piétrain

**Fig. 2:**
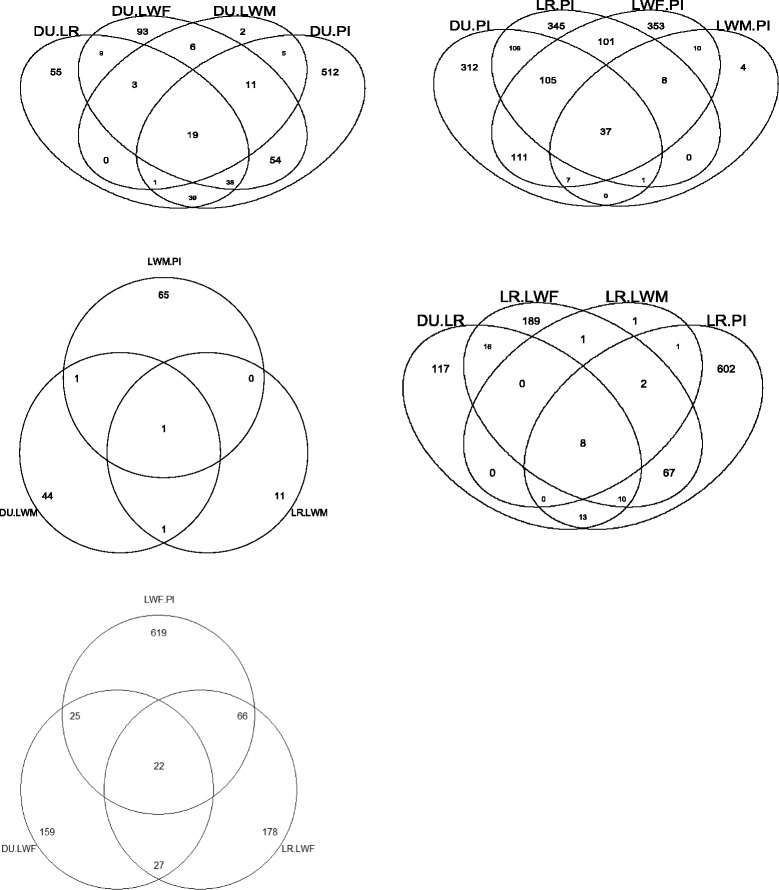
Venn diagrams of number of probes differentially expressed between breeds with pairwise comparisons. Comparisons between pairs of breeds were made at a FDR level equal to 0.1 %. The intersections between lists of differentially expressed probes are illustrated with Venn diagram, for each breed, to extract genes that are characteristic to one breed. DU: Duroc LWF: Large White dam line, LWM: Large White sire line, LR: Landrace, PI: Piétrain

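Probes that differed between one breed and every other breed numbered 44 for Duroc, 11 for Landrace, 32 for the Large White dam line (the sire line left out) and 52 for Piétrain. In Duroc 12 were higher and 32 lower, in Landrace 1 and 10, in the dam line 7 and 25, and in Piétrain 26 and 26. They named 35, 5, 27 and 33 genes. IGF2, a growth factor, led the Landrace group, OCA2 that of Duroc, RAB18 that of the dam line and DDX3Y and EIF1AY, both Y-linked, that of Piétrain. The same animals of a breed enter each of its comparisons. Independent lists of these sizes would share 0.0063, 0.000777, 0.633 and 0.0529 probes, and 99 random orders of the breed labels gave none. When the animals of the breed were parted so that each comparison had its own, the median over 20 partitions was 3, 5, 3 and 5 probes, each comparison then resting on fewer animals. With both Large White lines as 1 breed the groups held 95 probes for Duroc, 23 for Landrace, 26 for Large White and 237 for Piétrain.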

Eight probes were detected as differentially expressed between Landrace and every other breed. Among them, seven probes corresponded to *IGF2* which is 3.4 fold decreased in Landrace compared to the other breeds (Fig. 3).

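IGF2, which encodes a growth factor of fetal life and muscle, was lower in Landrace with all 7 of its probes, by 3.03-fold to 3.55-fold. The probe with the smallest p (A_72_P211042) had a mean of 3.80 ± 1.00 (SD, n = 33) in Landrace on the log2 scale, against 5.36 ± 0.43 in Duroc (n = 24), 5.71 ± 0.56 and 6.03 ± 0.46 in the Large White dam (n = 41) and sire lines (n = 10), and 5.65 ± 0.53 in Piétrain (n = 39). Its log2 difference was -1.83 (standard error 0.132, adjusted p = 5.26e-25), and that of the weakest probe -1.60 (standard error 0.156, adjusted p = 7.11e-16). Landrace had the lower mean on all 14 scan dates, which were known through the matched scanner files. Of the other Landrace-specific probes, those of SPARCL1, a matrix protein of the SPARC family, and of XPNPEP3, a mitochondrial aminopeptidase, were lower and that of RPS25, a ribosomal protein, was higher. These 3 genes were chosen after their values were seen, with log2 differences from the other breeds of -0.44, -0.52 and 0.48. The other two SPARCL1 probes were not called, with -0.30 (adjusted p = 0.0022) and -0.24 (adjusted p = 0.0379).

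**Figure D3:**
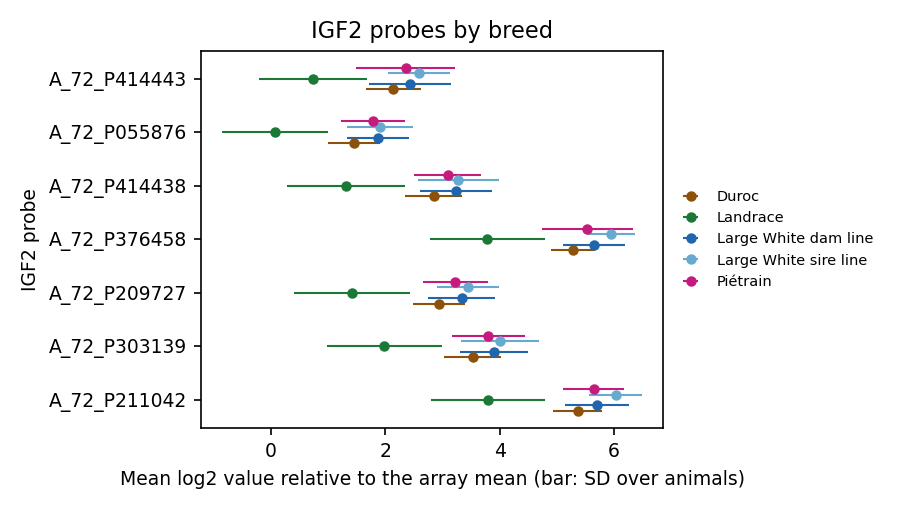
Mean level (log2, error bars 1 SD) of the 7 IGF2 probes in each breed. Landrace (n = 33) lies lowest for every probe, 3.80 against 5.36 in Duroc for A_72_P211042.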

**Fig. 3:**
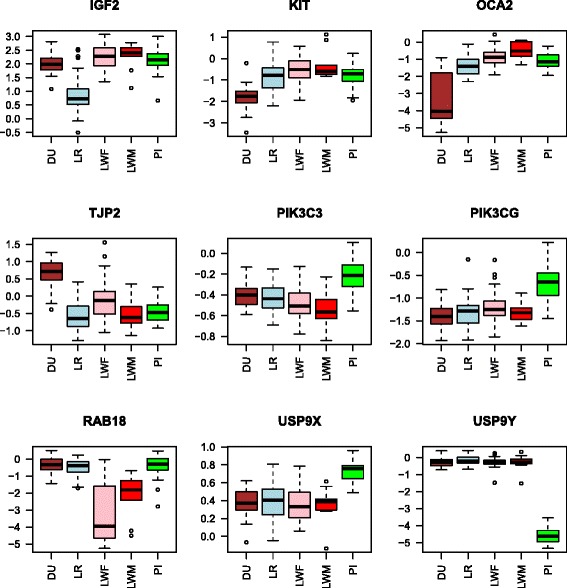
Examples of gene expression across the five breeds. The boxplots are given to illustrate the expression profiles of *IGF2*, *KIT*, *OCA2*, *TJP2*, *PIK3C3*, *PIK3CG*, *RAB18*, *USP9X* and *USP9Y* genes. The Y-axis represents the expression level (log transformed). Breeds are displayed as follows, Piétrain (PI) animals are displayed in green, Landrace (LR) in blue, Duroc (DU) in brown, Large White sire line (LWM) in red and dam line (LWF) in pink

The overall intersect for comparisons with Duroc included the v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog (*KIT*) [23] and oculocutaneous albinism II (*OCA2*) genes (among 19 probes in total corresponding to 17 unique genes and two unknown). *KIT* and *OCA2* genes are both mainly known to be involved in the determination of skin colour [24]. 

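KIT, the receptor behind the dominant white coat of pigs, was lower in Duroc, at -2.60 ± 0.92 on the log2 scale (SD, n = 24). It was -1.17 ± 0.97 in Landrace (n = 33), -0.75 ± 0.85 in the Large White dam line (n = 41), -0.44 ± 1.02 in the sire line (n = 10) and -1.14 ± 0.67 in Piétrain (n = 39). OCA2, a melanosome transporter, was -4.94 ± 2.00 in Duroc and between -2.00 ± 0.77 in Landrace and -0.77 ± 0.76 in the sire line elsewhere. The log2 differences between Duroc and the mean of the others were -1.64 for KIT (standard error 0.193, adjusted p = 1.44e-11) and -3.42 for OCA2 (standard error 0.232, adjusted p = 2.99e-27). The OCA2 spot was above background on 7 of 24 Duroc arrays and on every matched array of the other breeds, so the size of its difference rests in part on values near background. KIT was above it on 21 of 24 Duroc arrays.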

As expected, both genes are under-expressed in Duroc compared to the other pigs, white pigs or white spotted pigs (Fig. 3). This under-expression was observed in muscle tissue where *KIT* and *OCA2* encode membrane transporters and KIT is involved in the activation of the PI3K pathway.

Twenty-two genes were differentially expressed between the Large White dam line and the other breeds excluding the Large White sire line. The most differentially expressed gene is *RAB18*, a gene coding a small G proteins belonging to the Ras superfamily. This superfamily is known to coordinate vesicular trafficking in the cell [25]. 

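RAB18, a small GTPase found on lipid droplets, was -4.55 ± 2.33 on the log2 scale in the Large White dam line (SD, n = 41) and -3.11 ± 1.87 in the sire line (n = 10). It was -0.47 ± 0.68 in Duroc (n = 24), -0.73 ± 0.74 in Landrace (n = 33) and -0.55 ± 0.91 in Piétrain (n = 39). The mean of both Large White lines lay -3.24 on the log2 scale from that of the other breeds (standard error 0.297, adjusted p = 2.92e-17). The spot was above background on 17 of 41 arrays of the dam line, 7 of 10 of the sire line and all matched arrays of the other breeds, so the size of the difference rests in part on values near background. TYW3, an enzyme of transfer RNA modification, was higher in the mean of both lines (log2 difference 0.85, standard error 0.0974, adjusted p = 5.83e-12), and RPL38, a ribosomal protein, was too (log2 difference 1.07, standard error 0.18, adjusted p = 4.96e-06). GZMB, the granzyme of cytotoxic lymphocytes, was lower (log2 difference -0.74, standard error 0.107, adjusted p = 1.18e-07). PRKACB, a catalytic subunit of protein kinase A, was lower with 1 probe (log2 difference -0.44, standard error 0.0695, adjusted p = 9.6e-07), while its other probe had a difference of 0.27 (adjusted p = 0.12).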

Mutations in *RAB18* have been detected in humans with progressive neurological deterioration, and a severe hypotonia. Moreover, the variance of *RAB18* expression in skeletal muscle may suggest that this gene is especially genetically regulated in Large White dam line (Fig. 3).

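The standard deviation of RAB18 among animals of the dam line was 2.33 on the log2 scale. It was 1.87 in the sire line, 0.677 in Duroc, 0.739 in Landrace and 0.908 in Piétrain. Values in the dam line ran from -7.59 to -0.0373, and the spot was above background on 17 of 41 arrays. The spread thus covers animals with and without a signal above background, and the low values are imprecise. Scan date accounted for 28.8% of the variance of RAB18 within the dam line (permutation p = 0.55). OCA2 in Duroc, with a standard deviation of 2.00, ran from -7.604 to -1.309, and 7 of 24 arrays were above background.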

Among the 37 genes differentially expressed between Piétrain and all the other breeds, 11 are localized on chromosomes X or Y. Two examples of gene expression are presented on Fig. 3 with the genes *USP9X* and *USP9Y*, respectively up and down regulated in Piétrain. This result corresponds to an over-representation of expression in females compared to males while a more widely held view is dosage compensation between XX and XY gene expression. 

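Of the 52 probes that separated Piétrain from every other breed, 12 were of genes placed on X or Y. The X-linked genes EIF2S3, a translation initiation factor subunit, and ZRSR2, a splicing factor, were higher in Piétrain, with log2 differences from the other breeds of 0.72 and 0.62. CHM, an escort protein of Rab GTPases, and PIR, an iron-binding nuclear protein, are placed on X too and were lower, with -0.76 and -0.49. DDX3Y was lower in Piétrain with a log2 difference of -7.22 from the other breeds (standard error 0.103, adjusted p = 1.32e-110), and EIF1AY, a Y-linked initiation factor, with -7.31 (standard error 0.107, adjusted p = 2.89e-109). Their spots were above background on only 2 and 3 of the 37 matched Piétrain arrays, so the sizes of both differences rest on values near background. With the slide as a random block in all but 3 animals, 79 probes separated Piétrain.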

In this work, as expected the *USP9* gene localized on Y chromosome was not expressed in female; while the expression of the *USP9* gene localized on X chromosome was overexpressed in Piétrain compared to its expression in the other breeds. Here where only Piétrains are female, we observed a doubled expression of the *USP9X* and no expression of *USP9Y*. 

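USP9X, a deubiquitinating enzyme encoded on X, was 1.38-fold, 1.42-fold and 1.45-fold higher in the 39 Piétrain females than in the castrated males, by its 3 probes. The probe A_72_P006541 had a mean of 1.05 ± 0.17 on the log2 scale in Piétrain (SD, n = 39), 0.54 ± 0.24 in Duroc (n = 24), 0.56 ± 0.30 in Landrace (n = 33), 0.51 ± 0.24 in the Large White dam line (n = 41) and 0.51 ± 0.29 in the sire line (n = 10). Its log2 difference was 0.51 (standard error 0.0479, adjusted p = 5.26e-17). USP9Y, its homologue on Y, was above background on 0 of 37 matched Piétrain arrays and on every matched array of the other breeds with 1 probe, at least 22.5-fold lower in Piétrain. Its other probe was above background in all breeds and 6.88-fold lower in Piétrain (log2 difference -2.78, standard error 0.0686, adjusted p = 3.88e-78). Females carry no Y chromosome, so the signal of that probe in Piétrain cannot be USP9Y transcript. The source of the signal was not tested.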

The result would be an almost equal expression of USP9 proteins with probably similar function (assuming that both genes have exactly the same spatio-temporal expression profiles).

### Differential analysis restricted to the genes localized on autosomes

According to our preceding results and the description of how chromosome X is subject to selective pressure with more highly sex-biased gene expression [26], another differential analysis was conducted on the restricted list of 8,758 genes located on autosomes in order to lessen the sex effect observed with the first analysis. In these conditions, 1,228 DE probes were identified globally across breeds (FDR 0.1 %) and 1,232 DE probes for the pairwise comparisons (FDR 0.1 %). 

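Additional file 3 was held only in part, its first 986 of 1374 rows, which hold 978 probes, and all 978 were called by the global test. The paper lists them as differential in the same animals, so this count is not independent evidence. No wider autosomal placement was used here. Only the 16 probes that Additional file 5 places on X or Y were left out, whereas the paper places 61 differential ones there. Without these 16, DDX3Y, EIF1AY, USP9Y and USP9X among them, 12250 probes stayed, of which 2080 were called globally and 2240 in a pairwise comparison. The union of these held 2387 probes. Between Duroc and Piétrain 1053 were called, between the sire line and Piétrain 83, and between the lines of Large White 41. The breed-specific groups then held 44 probes for Duroc, 11 for Landrace, 31 for the dam line and 38 for Piétrain.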

The union of both lists led to a total of 1,374 DE probes with a FDR for the global analysis of less than 0.8 %. These analyses (all probes and the ones restricted to autosomes) were done in parallel. That would allow the identification of the molecular basis of the difference between breeds including the Piétrain. However some genes (e.g. *IGF2*) were not localized because they are absent from the current assembly, even if their locations are well known (e.g. *IGF2* is on SSC2). Figure 1 (c and d) shows how avoiding X localized genes placed Piétrain pigs closer to the other breeds without changing the overall projection of the different breeds. 

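Piétrain had the lowest mean on the first component and the highest on the second when the 16 probes placed on X or Y in Additional file 5 were left out of those called. Piétrain had a mean of -9.78 ± 8.00 (SD, n = 39) on the first component and 9.96 ± 4.42 on the second, against 6.16 ± 9.04 and -6.72 ± 6.11 in Duroc (n = 24). Means were 6.96 ± 8.71 and 0.16 ± 8.49 in Landrace (n = 33), -1.19 ± 6.59 and -5.99 ± 6.35 in the dam line (n = 41) and 5.25 ± 7.47 and 1.30 ± 4.59 in the sire line (n = 10), so single animals overlap. Breeds accounted for 42.3% and 53.0% of the variance of these components, which held 15.8% and 12.4% of the total. The probes were called for a difference between breeds in the same animals, so these shares are no test of separation. OCA2, RAB18 and VDR, the vitamin D receptor, are among the probes that remain, and 85.1% of the third component lay between breeds. With the 978 autosomal probes of the part of Additional file 3 used here, 67.4% of the first component lay between breeds.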

The number of DE probes can be found in Tables 1 and 2. See Additional file 3 for details about probes on autosomes. No localized DE probes were identified between Large White sire and dam lines even with a FDR of 5 %.

Restricting the analysis to the autosomes is likely to be only a partial solution to the confounding effect of gender and breed. We chose to maintain Piétrain in the analysis because this breed is of prime importance for the breeders. Indeed, it has the highest muscularity and up to 80 % of the semen used in French production comes from Piétrain breed. Moreover, the gender effect may be reduced by the fact that all males were castrated in this work. 

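Without the 39 Piétrain animals, 601 probes differed globally between the other breeds, and 590 of them were among the 2097 called with all breeds. OCA2, VDR and KIT in Duroc, IGF2 in Landrace and RAB18 in Large White were measured in castrated males only in this comparison. For Duroc and Landrace 247 probes were called, 239 of them also with Piétrain in the fit, and for Duroc and the Large White dam line 328 and 317. For Landrace and the dam line 244 were called, 233 of them also with Piétrain in the fit. The sire line differed from Duroc in 80 probes (73 shared), from Landrace in 19 (17 shared) and from the dam line in 20 (19 shared).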

We did the analysis without the Piétrain breed and the lists of DE probes were similar to those obtained with the Piétrain breed (not shown). The functional enrichment is hence similar for pairwise comparisons involving all breeds except the Piétrain.

### Functional annotation

Tables 1 and 2 underline the large number of gene lists to be analysed for biological interpretation. The functional analysis was undertaken in a sequential manner. First, the objective was to evaluate the impact of the sex effect of the Piétrain breed. While it would have been possible to restrict the functional analysis to autosomal genes, excluding important genes such as *IGF2* (absent from the current assembly) may give unreliable results. Therefore, the list of the 1,374 DE probes from the union of the global and pairwise comparisons restricted to autosomes was compared to the same list plus the 61 DE probes localised on chromosomes X and Y (Additional file 2). The free GeneCodis software [27] was used and the comparison was restricted to KEGG pathways, which are a collection of manually drawn pathway maps representing our knowledge on the molecular interaction and reaction networks. The top 10 significant pathways were exactly the same between both lists with or without genes on sex chromosomes (data not shown). According to the weak effect of the analysis restricted to autosomes on the PCA projection and on functional analysis, we hypothesize a low impact of the sex effect on our breed comparison, even if this effect could not be absolutely excluded.

The lists of DE genes from the union of global and pairwise analysis restricted (1,374 DE spots) or not (1,858 DE spots) to autosomes were compared through GeneCodis.

Whatever the input lists of DE genes to identify pathways significantly involved in the genetic expression diversity in muscle, the biological functions affected were almost the same (not shown). Finally, the functional analysis was restricted to the 1,703 DE probes (corresponding to 1,048 unique annotated genes recognized by GeneCodis) from the global analysis, and only KEGG pathways are presented. Seventy signaling and metabolic pathways were significantly enriched (FDR < 1 %). 

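Genes of macrophages were higher in Piétrain muscle. Of 11 macrophage markers, 9 were higher and none lower than in the other breeds, and 9 were higher when adjusted over the list alone (median log2 difference 0.73, adjusted p of the list 9.13e-12, and adjusted p = 0.0379 with an estimated correlation). C1QA and C1QC, which form complement C1q, had log2 differences of 0.98 and 0.88. FCGR2B and TYROBP, an antibody receptor and an adaptor of myeloid receptors, had 0.88 and 0.79, and CD14, the receptor for lipopolysaccharide, had 0.55. CD86 (0.53, adjusted p = 0.0168) and FCGR3A (0.52, adjusted p = 0.00787) did not pass the test. Endothelial markers, of another cell type of muscle, had a median log2 difference of 0.12 in Piétrain, with 1 of 6 higher, while 12 of 13 fibrillar matrix and fibroblast genes lay above 0. Of 21 measured genes of the Phagosome pathway that the study named in Table 3, 14 were higher and 1 lower in Piétrain, among them the oxidase subunits CYBB (0.59) and NCF4 (0.63). The study chose these genes on the same samples, so the count is not independent evidence. Degradation of valine, leucine and isoleucine, chosen in the same way and not independent evidence either, had 7 genes lower and 2 higher of 12. IVD and AUH, enzymes of leucine breakdown, had log2 differences of -0.79 (standard error 0.0989) and -0.78 (standard error 0.113) with the stronger of their 2 probes, while BCAT1, a transaminase, had 0.71. The fixed list of 8 branched-chain degradation genes had 2 lower (2 adjusted over the list alone) and did not pass (adjusted p = 0.0834 in Piétrain, n = 39).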

The most relevant pathways are presented in Table 3 and details of enriched pathways are summarized in Additional file 4. Among these seventy pathways, twenty-five included one PI3K gene (phosphoinositide-3-kinase; *PIK3C3* or *PIK3CG*). These pathways correspond to focal adhesion, regulation of actin cytoskeleton, interactions between cells or with the extracellular matrix (ECM); these pathways involved 82 genes.

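PIK3C3, the class III kinase of autophagy and endosome traffic, was 1.27-fold higher in Piétrain (log2 difference 0.35, standard error 0.0437, adjusted p = 9.56e-11) and 1.18-fold lower in Large White (log2 difference -0.25, standard error 0.0465, adjusted p = 6.97e-05). Of 7 measured genes of the core of PI3K, AKT and mTOR signalling, 1 was lower in Large White and none higher, and 2 were lower when adjusted over the list alone. The list was lower in Large White (median log2 difference -0.10, adjusted p = 0.0145, and adjusted p = 0.0379 with an estimated correlation). The mean of the other breeds includes Piétrain, in which PIK3C3 was higher. The list was not tested among the castrated breeds alone. In Piétrain 2 of the 7 were higher, 3 when adjusted over the list alone, and the list did not pass (median log2 difference -0.01 against a test direction of up, adjusted p = 0.0826).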

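Of the 27 measured genes of focal adhesion that the study named in Table 3, 10 were higher and 5 lower in Piétrain. For regulation of the actin cytoskeleton, 15 were higher and 3 lower of 27. ECM-receptor interaction had 5 higher and 3 lower of 14, and adherens junction 4 and 3 of 12. The study chose these lists on the same samples, so the counts are not independent evidence. ITGB2, the integrin chain of leukocytes, was 1.68-fold higher (log2 difference 0.75, standard error 0.114, adjusted p = 4.75e-08), and ITGB3, an integrin chain of platelets and osteoclasts, had a log2 difference of 0.45. ITGA2, a collagen receptor chain, was 1.41-fold lower (log2 difference -0.50, standard error 0.0795, adjusted p = 1.98e-07), and VEGFA, the vessel growth factor, was 1.51-fold lower (log2 difference -0.59, standard error 0.131, adjusted p = 0.00016). Macrophage markers were higher in the same animals, with a mean log2 difference of 0.70.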

**Table 3:** Relevant and significantly enriched biological functions (KEGG pathways) for diversity of muscle expression for five pig breeds

Items_Details	Number of genes	Adjusted *p*-Value^a^	Genes
Signaling pathways			
Focal adhesion	27	1.8E-08	*ITGA1*, *MAPK1*, *comP*, *ITGA6*, *ERBB2*, *LAMA2*, *CCND2*, *BCAR1*, *DIAPH1*, *PTEN*, *ITGA2*, *SPP1*, *ACTB*, *LAMC1*, *CAPN2*, *COL4A1*, *EGFR*, *VAV2*, *THBS4*, *ITGA9*, *THBS2*, *PTK2*, *PIK3CG*, *VEGFA*, *fn1*, *PPP1CB*, *VAV3*
Regulation of actin cytoskeleton	27	3.5E-08	*PIP4K2A*, *ITGA1*, *MAPK1*, *ARPC2*, *ITGA6*, *ITGB2*, *ARPC1B*, *F2R*, *BCAR1*, *DIAPH1*, *GNA12*, *ITGA2*, *NCKAP1L*, *GSN*, *ACTB*, *TMSB4X*, *EGFR*, *VAV2*, *ITGA9*, *CD14*, *PTK2*, *Kras*, *BAIAP2*, *PIK3CG*, *fn1*, *PPP1CB*, *VAV3*
ECM-receptor interaction	14	5.8E-06	*ITGA1*, *comP*, *ITGA6*, *LAMA2*, *ITGA2*, *GP1BB*, *SPP1*, *LAMC1*, *COL4A1*, *THBS4*, *ITGA9*, *THBS2*, *AGRN*, *fn1*
Adherens junction	12	2.7E-05	*MAPK1*, *PARD3*, *CTNNA3*, *ACP1*, *ERBB2*, *PTPRJ*, *ACTB*, *EGFR*, *BAIAP2*, *CREBBP*, *SORBS1*, *PVRL3*
Metabolic pathways			
Valine, leucine and isoleucine degradation	12	2.3E-07	*ALDH3A2*, *BCAT1*, *OXCT1*, *EHHADH*, *IVD*, *BCKDHB*, *ECHS1*, *ACADSB*, *HADHA*, *PCCB*, *AUH*, *ALDH2*
Lysine degradation	9	0.0002	*MLL5*, *ALDH3A2*, *EHHADH*, *NSD1*, *WHSC1L1*, *ECHS1*, *HADHA*, *setmar*, *ALDH2*
Purine metabolism	16	0.00033	*NUDT2*, *Pgm2*, *GMPR2*, *POLR2G*, *ENPP1*, *RRM2B*, *FHIT*, *GUCY1A3*, *ADA*, *NT5C2*, *NME6*, *PGM1*, *PRPS2*, *ATIC*, *NT5E*, *POLR3E*
beta-Alanine metabolism	6	0.00088	*ALDH3A2*, *EHHADH*, *ECHS1*, *CARNS1*, *HADHA*, *ALDH2*
Arginine and proline metabolism	8	0.0014	*ALDH3A2*, *ACY1*, *P4HA1*, *GLUD1*, *CARNS1*, *AMD1*, *ALDH4A1*, *ALDH2*
Fatty acid metabolism	7	0.0014	*ALDH3A2*, *EHHADH*, *ECHS1*, *ACADSB*, *ACSL4*, *HADHA*, *ALDH2*
Cellular processes			
Phagosome	21	9.2E-08	*comP*, *CTSS*, *ATP6V1C1*, *ITGB2*, *ITGA2*, *PIK3C3*, *ACTB*, *CYBB*, *CYBA*, *TFRC*, *THBS4*, *CD14*, *THBS2*, *NCF4*, *NCF2*, *DYNC1I2*, *EEA1*, *FCGR2B*, *MRC1*, *TUBA8*, *TUBA4A*
Protein processing in endoplasmic reticulum	21	7E-07	*nsfl1c*, *BAG2*, *UBE4B*, *PARK2*, *SAR1B*, *HSPH1*, *SEC24D*, *DNAJC1*, *CAPN2*, *DDOST*, *BCAP31*, *HSPA2*, *PDIA3*, *CUL1*, *UBE2D4*, *HERPUD1*, *EDEM2*, *DNAJA1*, *DERL1*, *CKAP4*, *TUSC3*
mRNA surveillance pathway	13	0.000016	*SAP18*, *PPP2R5A*, *CPSF6*, *CLP1*, *PPP2R2A*, *PAPOLA*, *PAPOLB*, *PPP2CB*, *Fip1l1*, *ETF1*, *HBS1L*, *CPSF3*, *CSTF2T*
Endocytosis	20	3.61E-05	*RAB11FIP5*, *PARD3*, *KIT*, *F2R*, *DNM2*, *EHD1*, *RABEP1*, *ARRB2*, *GRK5*, *DNM1L*, *FOLR1*, *EGFR*, *TFRC*, *HSPA2*, *WWP1*, *ZFYVE16*, *SMAP2*, *EEA1*, *epn1*, *FAM125B*

^a^Benjamini and Hochberg correction for multiple testing (FDR)

Top pathways obtained with the list of all differentially expressed genes using GeneCodis software, details are available in Additional file 4

### Breed discrimination

A differential expression analysis aims at giving a list of genes whose transcript abundances differ significantly among classes (here breeds). A discriminant analysis aims at identifying transcripts whose abundance differences help clustering (separating) each breed from the others. It helps predicting the breed to which a RNA sample belongs to, based on a list of “discriminant” genes. Although related, these 2 notions are different. In general a discriminant gene is a differential gene, but the reverse is not always true. Among a vast choice of discriminant methods, we performed a Random Forest (RF) analysis [28, 29] which is robust and non-linear and a sparse Partial Least Square – Discriminant Analysis (sPLS-DA) [30] that is pertaining to linear discriminators.

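A forest trained on the 41 dam line and 10 sire line animals placed none of the dam line and all 10 of the sire line in the wrong line. With the lines as 1 breed, all but 3 of the 147 animals were placed in their own breed, and these 3 were Landrace. With 2 other seeds, 3 and 1 were misplaced, Landrace as well. The forest used 5000 trees and dropped the 70% of probes with the least importance after a first forest, which left 3680 probes. That first forest had seen the same animals and labels, so the counts of misplaced animals may be too low. No other animals were placed.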

Firstly, it was impossible to determine whether a Large White sample originated from a Female line or a Male line with RF (not shown). Hence the two lines were merged in a single Large White (LW) breed in the following. We were interested in probe importance to identify stable predictors. The Mean Decrease Gini and Mean Decrease Accuracy importance gave almost identical results. The importance pertaining to each breed was also looked at to detect predictors for a particular breed. All the spots with the highest importance for a breed were included in a list of top 85 probes with the highest Mean Decrease Accuracy. These 85 probes corresponded to 76 unique gene names. 

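The probes of highest importance were those of DDX3Y, EIF1AY and USP9Y on Y, RAB18, PSMB4 (a proteasome subunit), IGF2 and VDR. Of the 85 probes with the highest importance, 74 were among the paper's 85, and they named 59 genes.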

To avoid an unbalanced weight on some genes due to the redundancy on the chip (e.g. *IGF2* was spotted 7 times and all *IGF2* spots were identified as important in the RF analysis), a heatmap with 76 genes (one probe for each unique gene name) was displayed, and provided in Fig. 4. The four breeds were perfectly separated with these 76 genes by a hierarchical clustering.

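Clustering of the animals by the 59 named genes left 1 of 147 animals outside the cluster of its breed. With the named genes of the paper's own list 0 animals were outside. IGF2, RAB18, VDR and PSMB4 are among the genes used. Clusters were formed from the values of all animals, so the separation was not tested on other animals.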

**Fig. 4:**
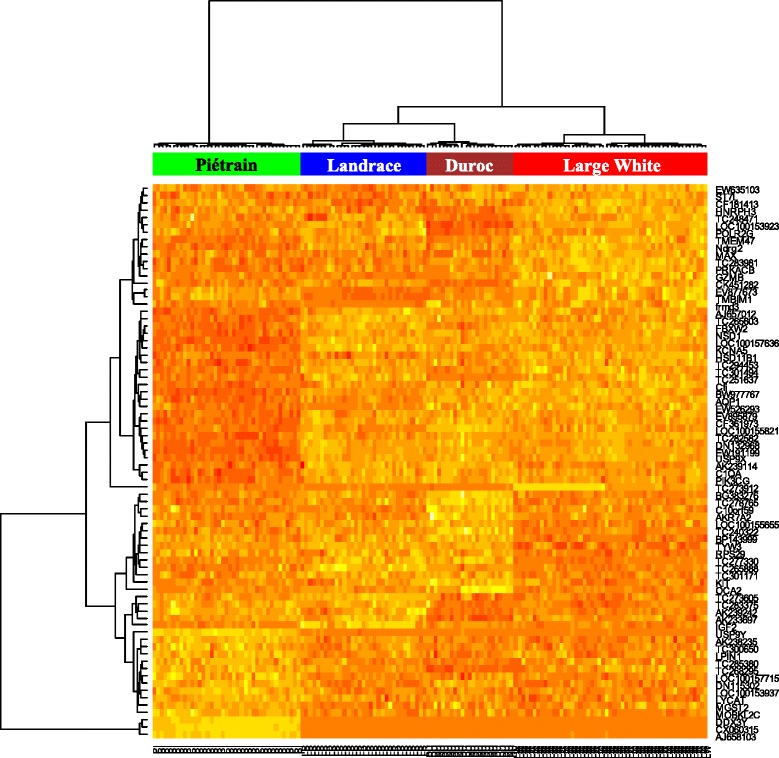
Heatmap of the annotated genes with the highest importance in breed prediction (Random Forest analysis). The 85 spots with highest Mean Decrease Accuracy importance correspond to 76 annotated genes. Piétrain (PI) animals are displayed in green, Landrace (LR) in blue, Duroc (DU) in brown, Large White (LW) in red

Secondly, a sPLS-DA was conducted with three dimensions. A 10-fold cross validation led to a choice of 8 variables (probes) for the first dimension, around 100 for the second and 70 for the third dimensions. The first dimension separated Piétrain from the other breeds (Fig. 5a, similarly to the PCA on differential probes shown in Fig. 1). 

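On the first dimension of the sPLS-DA, Piétrain had a mean score of -3.54 ± 0.46 (SD, n = 39), and the other breeds lay between 1.26 ± 0.16 in Large White (n = 51) and 1.32 ± 0.17 in Landrace (n = 33). Its 8 probes were of DDX3Y, EIF1AY and USP9Y on Y, of the X-linked genes EIF2S3, ZRSR2 and USP9X, and 1 without a name. On the second dimension, Landrace had -5.77 ± 2.00 and Large White 4.72 ± 1.22, and on the third Duroc had -7.73 ± 1.06 (n = 24) against 3.20 ± 1.49 in Landrace. The sPLS-DA picks its probes to part these breeds in the same animals, so the separation was not tested on other animals. Of the 8, 100 and 70 probes, 0, 33 and 37 were among those of the paper.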

The second dimension allowed Landrace and Large White to be discriminated, while on the third and last dimension Duroc was opposed to the other breeds. The correlations of the probe loadings with the principal axes are given on Fig. 5b, and allowed a list of discriminant probes (then genes) to be extracted.

**Fig. 5:**
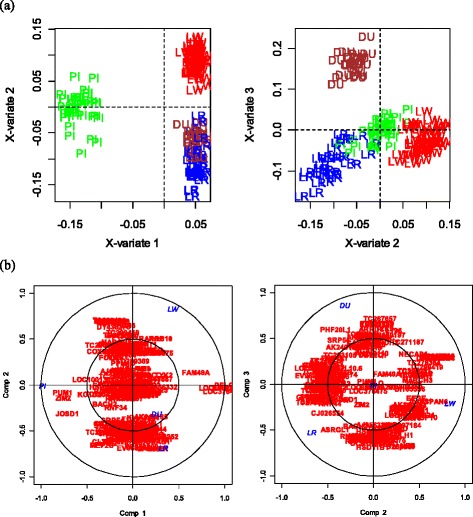
sPLS-DA with (8,100,70) spots selected on 3 dimensions. Plots of individuals (**a**) and correlations (**b**) between components and selected spots. Piétrain (PI) animals are displayed in green, Landrace (LR) in blue, Duroc (DU) in brown, Large White (LW) in red

All these results are detailed in Additional file 5 combined with the DE probes which are differential from one breed compared to the others. The total list was composed of 228 probes that corresponded to 169 unique annotated genes. A short list of 15 genes was defined from the above three analysis (merging all the lists), and will be discussed in more depth in the following discussion (Table 4 and Fig. 6).

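Taking the probe with the highest mean of each gene, 14 of the 15 genes of Table 4 differed globally between breeds at a FDR of 0.1 %. PRKACB had an adjusted p of 0.00493 with that probe and 2.06e-12 with its other. The study chose them on the same samples, so their separation of the breeds is not independent evidence. The first component of these 15 genes held 44.8% of their variance, 74.5% of it between breeds, with Duroc at 2.92 ± 0.88 (SD, n = 24) and the Large White dam line at -3.03 ± 2.01 (n = 41). The second held 22.1%, with Duroc at 2.84 ± 1.51 and Piétrain at -1.62 ± 0.67 (n = 39).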

**Table 4:** Top 15 discriminant genes for breeds

Gene	Description	SSC	DEG breed-specific	sPLSDA-axis	Main functions
*KIT*	v-kit Hardy-zuckerman 4 fe line sarcoma viral oncogene homolog	8	DU	axis 2 (LW>DU,LR)	Endocytosis, cell growth and/or maintenance
*EMC2*	ER membrane protein complex sub unit 2	4	DU	axis 2 (LW>DU,LR)	Component of the ER membrane protein complex (EMC)
*TJP2*	tight junction protein 2 (zona occludens 2)	1	DU	axis 3 (DU>LR)	Tight junction
*PSMB4*	proteasome (prosome, macropain)sub unit, beta type, 4	4	DU	axis 2/3 (DU>LR,LW,PI)	Proteasome
*VDR*	vitamin D (1,25-dihydroxyvitamin D3) receptor	5	DU	axis 2/3 (DU<LR, LW, PI)	Mineral absorption
*OCA2*	oculocutaneous albinism II (pink-eye dilution homolog, mouse)	15	DU	axis 2/3 (DU<LR, LW, PI)	Transport of tyrosine
*RAB18*	RAB18, member RAS oncogene family	10	LWF	axis 2 (LW<DU,LR)	Two-component signal transduction system (phosphorelay)
*PRKACB*	protein kinase, cAMP-dependent, catalytic, beta	6	LWF	axis 2 (LW<DU,LR)	Protein amino acid phosphorylation; signal transduction; Insulin signaling pathway, Gap
*TW3*	tRNA-yW synthesizing protein 3 homolog (S. cerevisiae)	6	LWF	axis 2 (LW>DU,LR)	RNA translation, tRNA stabilization
*GZMB*	granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1)	7	LWF	axis 2 (LW<DU,LR)	Apoptosis; cytolysis; proteolysis and peptidolysis
*NAA20*	N(alpha)-acetyltransferase 20, NatBcatalytic subunit	17	PI	axis 1 (PI<DU,LR,LW)	CotranslationalN(alpha)-terminal acetylation of methionine residues
*MOB3C*	MOB kinase activation3C	6	PI	axis 1 (PI<DU,LR,LW)	Protein kinase essential for spindle pole body duplication and mitotic checkpoint regulation
*PIK3CG*	phosphoinositide-3-kinase, catalytic, gamma polypeptide	9	PI	axis 1 (PI>DU,LR,LW)	G-protein coupled receptorprotein signaling pathway; Regulation of actin cytoskeleton
*RNGIT*	RNA guanylyltransferase and 5’-phosphatase	1	PI	axis 1 (PI<DU,LR,LW)	mRNA capping; protein amino acid dephosphorylation
*DPHS*	diphthamide biosynthesis 5	4	PI	axis 1 (PI<DU,LR,LW)	Diphthamide synthesis pathway

From left to right: gene symbol, gene description, location on the pig genome (chromosome number), breed for which the gene is specifically differentially expressed, axis of the discriminant analysis (sPLS-DA) for which the gene has a great contribution, and main biological functions. *DU* Duroc, *LWF* large white dam line, *LR* landrace, *PI* Piétrain

**Fig. 6:**
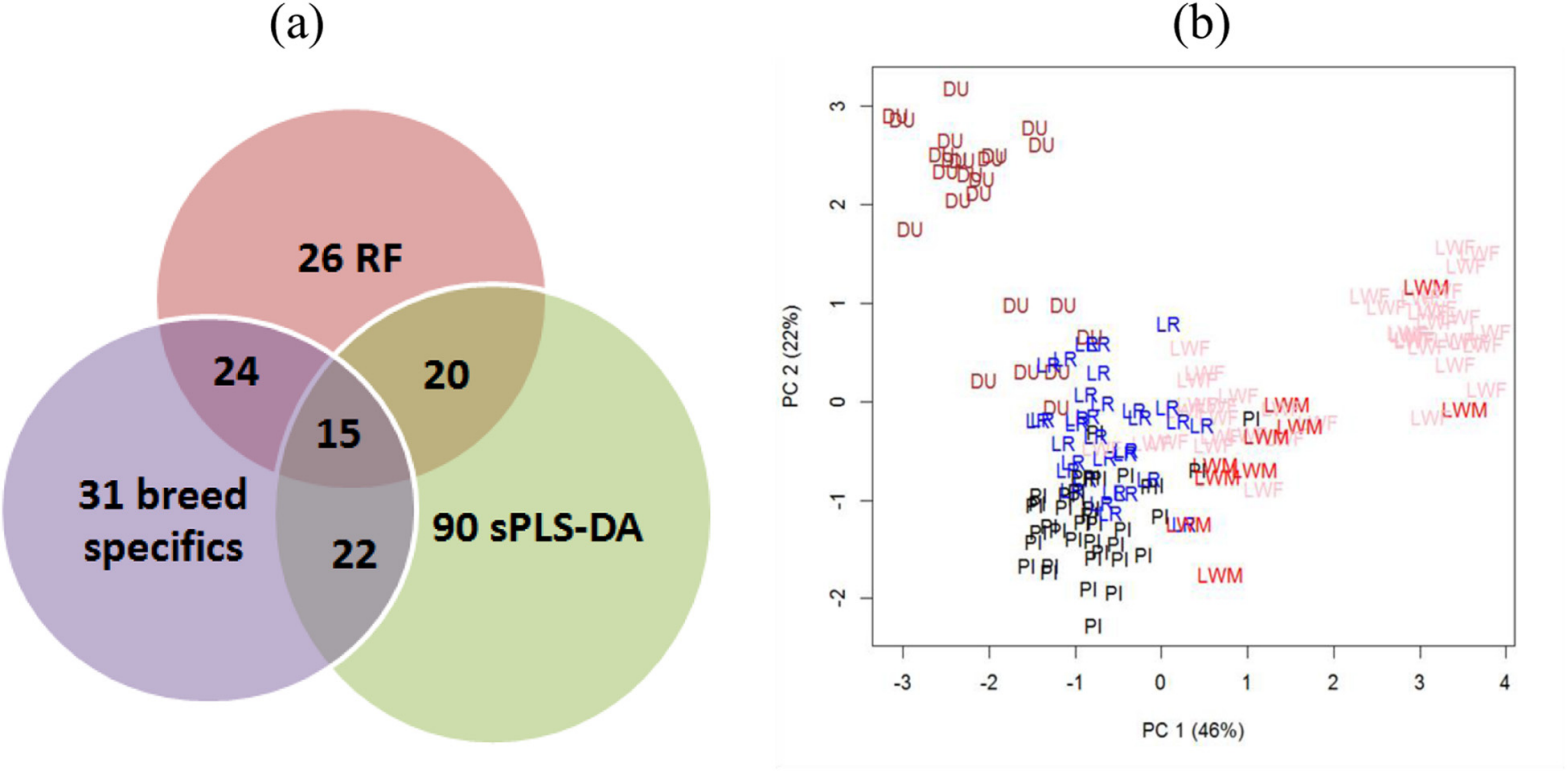
Three strategies to identify 15 genes allowing the discrimination of the porcine breeds. **a** Venn diagram with the 228 discriminant transcripts identified from one of three methods (Random Forest, sPLS-DA and genes differentially expressed between one breed and all the others); the 228 gene information is available in the Additional file 5. **b** PCA constructed with the 15 discriminant genes. The 15 discriminant genes are available in Table 4. DU: Duroc; LWF: Large White dam line; LWM: Large White sire line; LR: Landrace; PI: Piétrain

## Discussion

The present work highlights the variability of the expression of about 1,800 transcripts between five pig breeds. These genes were identified for global differences (using a linear mixed model, 1,703 transcripts), and a pairwise analysis (1,655 transcripts). A subset of 228 transcripts was identified to be able to discriminate the five breeds in one way or another. A short list of 15, as the intersection of all lists, was extracted. Altogether, the union of all these highlighted transcripts corresponded to 1,230 unique genes.

### Variability of expression between breeds mainly concerns PI3Kinase signaling pathways involved in the regulation of muscle mass

Biological functions enrichment analysis gave a large number of significant results. The most significant result is the huge number of genes involved in signaling pathways. Especially, the PI3 kinase pathways appeared to be the most relevant with 25 signaling pathways including PIK3C3 (3 pathways) or PIK3CG (22 pathways). A schematic and summarized pathway around the PI3 Kinase checkpoint was drawn (Fig. 7) and included only 40 out of the 82 involved genes. This diagram was constructed according to the description of regulation of muscle mass [31, 32].

**Fig. 7:**
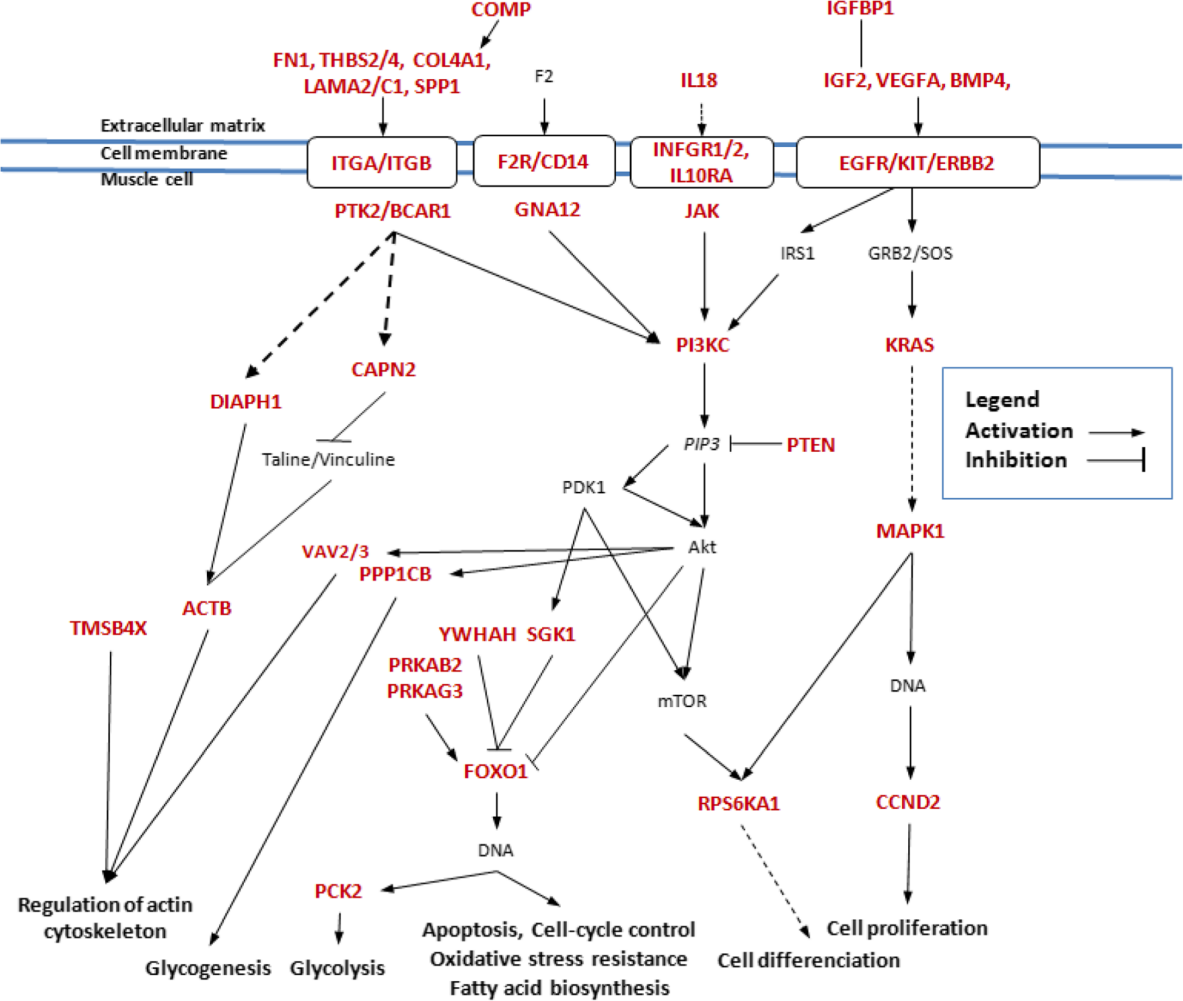
Schematic representation of the signaling pathways around PI3-kinase regulating muscle mass and metabolic processes. Genes in red are differentially expressed between the five porcine breeds whatever the direction (up or down) of the regulation of expression. This representation is a simplified summary of the corresponding KEGG pathways with only about 40 genes from the 82 involved

Muscle mass is determined by both the number of muscle fibres and the size of these fibres. The development of muscle is temporally regulated and the total fibre number is fixed before birth (around day 90 of gestation, birth is around day 114) in pigs [33]. Afterwards, increase in muscle mass may be the consequence of mechanisms regulating muscle hypertrophy like the size of the fibres. In our study, muscle samples were collected at slaughter. Animals were about six months old and weighted around 110 kg. Therefore the expression analysis corresponds probably more to the hypertrophic process if existing. This hypothetical statement is in accordance with the results of the enrichment analysis that highlighted signaling pathways most regulated by PI3 kinase and known to be involved in the regulation of muscle mass. 

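FOXO1, a transcription factor restrained by AKT that drives muscle atrophy genes, was 1.25-fold higher in Piétrain (log2 difference 0.33, standard error 0.075, adjusted p = 0.000298). The 9 measured regulators of myogenesis and muscle mass had 1 gene higher and none lower in Piétrain, 1 also when adjusted over the list alone, and the list did not pass in any breed (smallest adjusted p = 0.707). Of the 49 measured genes of Figure 7, which the study chose on the same samples and which are not independent evidence, 25 were higher and 7 lower in Piétrain, and 47 differed globally between breeds. Because the muscle was sampled at slaughter, the paper proposes that expression relates more to the growth of fibres than to their number, and it reasons that the enriched pathways, most of them regulated by PI3 kinase, go with this.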

Then transcriptomic diversity between the five breeds underlined how these pathways regulating muscle mass may have been targeted by selection to increase lean meat production.

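Genes of the extracellular matrix went in both directions in Piétrain. Of 13 genes of the fibrillar matrix and of fibroblasts, 4 were higher and none lower, 5 higher when adjusted over the list alone (median log2 difference 0.47, adjusted p = 0.00117, and adjusted p = 0.363 with an estimated correlation). FBN1, of the microfibrils, was 1.54-fold higher (log2 difference 0.62, standard error 0.109, adjusted p = 2.03e-06), DCN, a collagen-binding proteoglycan, 1.36-fold (log2 difference 0.44, standard error 0.0882, adjusted p = 2.82e-05) and MMP2, a matrix protease, 1.38-fold. Of 9 basement membrane, integrin and other ligand genes with a symbol in the array's own annotation, 5 were higher and none lower, 5 also when adjusted over the list alone (median log2 difference 0.45, adjusted p = 0.0238, and adjusted p = 0.244 with an estimated correlation). COMP and THBS4, thrombospondins of tendon and muscle attachment, were 2.21-fold and 2.20-fold higher (log2 differences 1.14, standard error 0.215, and 1.14, standard error 0.178). FN1, fibronectin, was higher with its 3 probes, by 1.71-fold to 1.75-fold. Not counted among the 9, since only the paper's annotation names their probes, are other genes of that list. Of these, ITGA2 had a log2 difference of -0.50, and COL4A1 and LAMC1, chains of basement membrane collagen and laminin, were lower, with log2 differences of -0.89 (standard error 0.144, adjusted p = 2.89e-07) and -0.84 (standard error 0.0937, adjusted p = 7.39e-13). LAMA2, the laminin chain of muscle fibres, had a log2 difference of 0.32 (standard error 0.0659, adjusted p = 4.42e-05).

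**Figure D4:**
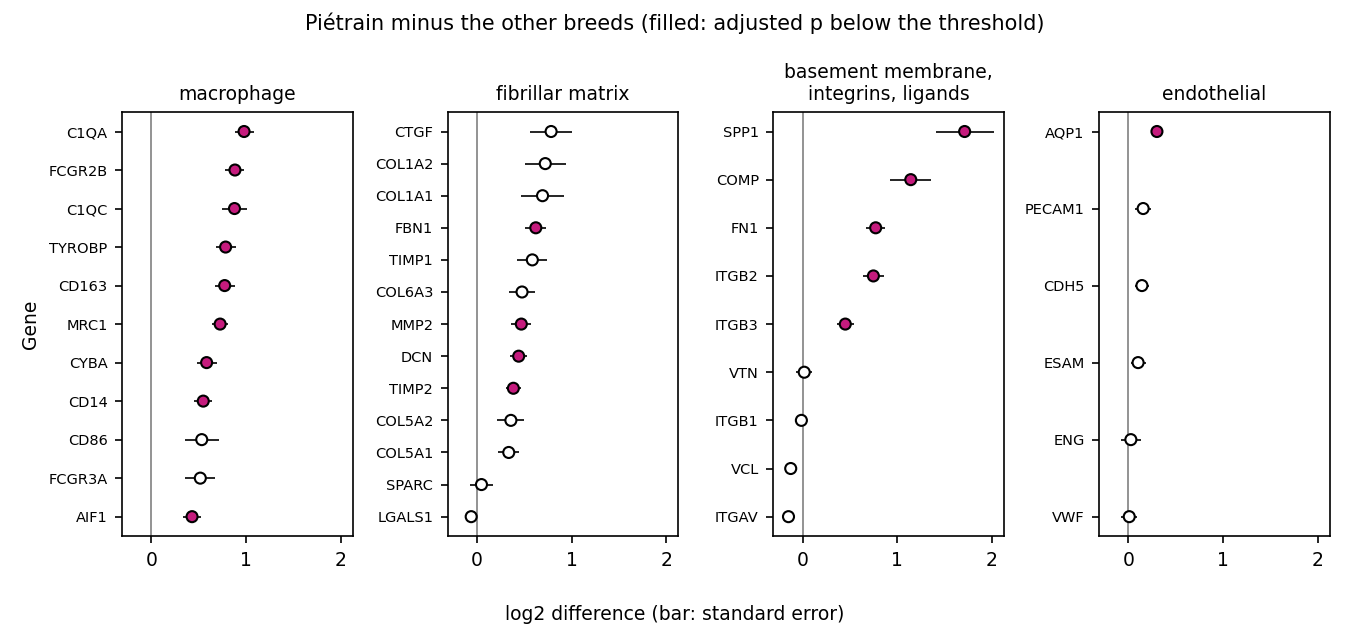
Log2 difference between Piétrain and the mean of the other breeds (error bars 1 standard error) for the genes of 4 lists, filled where the adjusted p is below 0.001. Of the macrophage markers 9 of 11 are filled, of the endothelial markers 1 of 6.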

Upstream to the PI3K signaling pathway, regulated DE genes referred to interactions between cells or with the extracellular matrix (ECM) together with focal adhesion. These pathways are the three among the four top signaling pathways presented in Table 3 and in Fig. 7. DE genes products are presented at the ECM and cell membrane localization. This result is consistent with the importance of the ECM highlighted in muscle cattle in development [34]. As reviewed by [35], the extracellular matrix (ECM) is established to be a key player in muscle growth. ECM was most often described as an inactive component of cells. But many studies across species have now highlighted ECM functions, e.g. filtering, activating/inhibiting enzymatic activities, binding hormones, enzymes, and regulating the interaction of several ligands with their receptors. Most of the constituents of the ECM are mainly produced locally by the adjacent cells and most often by the fibroblasts present in the muscle tissue.

Also, PI3 kinase pathways regulate some energy metabolic pathways such as glycolysis and glycogenesis. Then selection on muscle mass may have also affected the regulation of these metabolic pathways. For example it has been suggested that decades of selection for more lean meat (more muscle mass) and larger litter size, may have increased piglet neonatal mortality [36]. As piglets have no brown adipose tissue, piglet thermoregulation at birth is essentially carried out by the skeletal muscle (shivering; [37]). It may be hypothesized that impaired glycolytic metabolism at birth, which is essential to ensure body thermoregulation, has been affected by genetic selection, affecting gene expression between breeds [37–39].

### Identification of some breeds specificities

#### 15 genes that discriminate duroc, Pietrain and large white

A total of 171 unique annotated genes were identified as able to differentiate the breeds. Among these 171 genes (from 228 probes), 15 genes were common in the two discriminant methods (Random Forest and sPLS-DA) and the pairwise differential analysis (Fig. 6). These 15 genes may be very interesting to better characterize the differences between the breeds. None of these genes were located on the sexual chromosome, which may imply they are less affected by the sex effect (confounding with the Piétrain breed) observed in this work.

#### Duroc

From these 15 genes, six genes differentiate the Duroc from the other breeds. Among the four genes under-expressed in Duroc, two genes are specifically known to be involved in skin coloration: *KIT* (v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog or Dominant white locus in pigs; [40]) and *OCA2* (oculocutaneous albinism II). Both genes are coding transporter proteins and are involved in biological processes as transmembrane receptor protein tyrosine kinase signaling pathway for KIT and tyrosine transport for OCA2. 

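VDR, the vitamin D receptor, was 3.18-fold lower in Duroc (log2 difference -1.67, standard error 0.134, adjusted p = 1.96e-21), at -3.54 ± 0.69 (SD, n = 24) against -1.43 ± 0.25 in the sire line (n = 10). EMC2, a subunit of the membrane protein insertion complex of the endoplasmic reticulum, was 1.69-fold lower (log2 difference -0.76, standard error 0.0732, adjusted p = 3.71e-16). EHD1, of endosome recycling, was 2.79-fold lower with 1 probe (log2 difference -1.48, standard error 0.254, adjusted p = 3.02e-06), while its other probes had log2 differences of -0.32 (adjusted p = 0.00135) and -0.26 (adjusted p = 0.0869). ADAMTS8, a secreted metalloprotease, was 2.89-fold lower (log2 difference -1.53, standard error 0.283, adjusted p = 1.75e-05).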

*OCA2* gene was found over-expressed in white muscle (longissimus dorsi) compared to red muscle (soleus) in Meishan pig [41]. It is interesting to observe how genes related to skin colour and maybe submitted to selection may affect another tissue important for production traits. The term “melanocyte differentiation” was the first enriched gene ontology (q-value = 0.0043) with *KIT* and *OCA2* genes; Duroc pigs are brown-red.

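PSMB4, a subunit of the proteasome, was 1.76-fold higher in Duroc (log2 difference 0.81, standard error 0.0591, adjusted p = 9.01e-25), at 4.73 ± 0.26 (SD, n = 24) in Duroc and 3.85 ± 0.24 (n = 41) in the Large White dam line, and its other probes had log2 differences of 0.33 and 0.24. Of 9 measured proteasome subunits, which leave out PSMB4 since the array gives it no symbol, the list did not pass in any breed (smallest adjusted p = 0.122). Its member PSMA4 was lower in Duroc (log2 difference -0.65, adjusted p = 2.67e-07). LGALS1, galectin of muscle and connective tissue, was 1.34-fold higher in Duroc (log2 difference 0.42, standard error 0.0606, adjusted p = 2.93e-08). MAST4, a microtubule-associated kinase, was 2.50-fold higher (log2 difference 1.32, standard error 0.164, adjusted p = 1.06e-10).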

Two genes are over-expressed in Duroc, *TJP2* (tight junction protein 2 or ZO2, zonula occludens-2; Fig. 3) and *PSMB4* (proteasome (prosome, macropain) subunit, beta type, 4). TJP2 is a membrane-associated guanylate kinase and encoded protein functions as a component of the tight junction barrier for cellular permeability involved in intercellular communication [42]. Moreover there is some evidence that at least another zonula occludens protein (ZO1) is involved in vascular remodelling processes [43]. These biological functions, cellular permeability and vascular remodelling, are interesting functions related to muscle meat traits, especially water holding capacity [44]. Similarly, the proteasomic proteins (as PSMB4) has a major role in degrading proteins in muscle cells [45] and the proteasome might be one of the endogenous proteolytic system contributing to meat texture development [46]. *PSMB4* with *VDR*, *KIT* and *OCA2* genes are involved in “reproduction process” (q-value = 0.0098). For example, the *VDR* (Vitamin D receptor) gene is known to be involved in male reproduction [47]. In Humans, it was observed to be down-regulated with leaner patient [48] and allelic variations in the *VDR* gene were identified to be associated with lean body mass and height in Human [49]. In French pig production the Duroc is used to obtain terminal boars.

#### Piétrain

In this study, five genes were identified to differentiate the Piétrain line from the others. Four genes were under-expressed in Piétrain compared to the others (*NAA20*, *MOB3C*, *RNGTT*, *DPH5*). 

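NAA20, the catalytic subunit of an N-terminal acetyltransferase, was 2.10-fold lower in Piétrain, at -2.54 ± 0.45 on the log2 scale (SD, n = 39) against -1.26 ± 0.60 in the Large White dam line (n = 41) and -1.38 ± 0.54 in Duroc (n = 24). MOB3C, of a family of kinase regulators, was 2.27-fold lower (log2 difference -1.18, standard error 0.131, adjusted p = 4.72e-13). RNGTT, the enzyme that caps messenger RNA, was 1.96-fold lower (log2 difference -0.97, standard error 0.09, adjusted p = 4.43e-17), and DPH5, a methyltransferase that modifies a translation elongation factor, was 1.60-fold lower (log2 difference -0.67, standard error 0.0627, adjusted p = 4.43e-17). The Piétrain animals were the only females.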

The *NAA20* gene (N(alpha)-acetyltransferase 20, NatB catalytic subunit or *NAT5* gene) encodes a protein involved in normal cell proliferation and it functions in posttranslational protein N-terminal acetylation process [50]. Some specific proteins targeted by this N-terminal acetyltransferase were identified e.g. actin and tropomyosin; the human NatB complex depletion perturbs actin cytoskeleton and focal adhesion organization [51]. The *MOB3C* gene (MOB kinase activator 3C), member of the MOB protein family, has been shown to regulate mitosis, cell proliferation, apoptosis, centrosome biology and morphological changes [52]. The *RNGTT* gene (RNA guanylyltransferase and 5′-phosphatase) encodes a RNA guanylyltransferase involved in the regulation of gene expression with capping the 5′end of the mRNA (from NCBI/BioSystems). *RGNTT* was identified to be a potential candidate gene for average daily feed intake but not in Piétrain pigs [50]. The *DPH5* (diphthamide biosynthesis 5) gene is a component of the diphthamide synthesis pathway (from NCBI/Gene). This pathway regulates post-translational modifications [53]. None of these four genes are directly linked with the characteristic phenotypes of Piétrain (e.g. conformation). The fifth and up-regulated gene in Piétrain is *PIK3CG* (phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit gamma; Fig. 3). 

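PIK3CG was 1.95-fold higher in Piétrain (log2 difference 0.96, standard error 0.0933, adjusted p = 4.32e-16), at -0.95 ± 0.54 on the log2 scale (SD, n = 39). The other breeds lay between -2.02 ± 0.45 in Duroc (n = 24) and -1.73 ± 0.48 in the Large White dam line (n = 41). This kinase is abundant in leukocytes, and markers of macrophages such as MPEG1, a pore-forming protein, were higher in Piétrain as well (log2 difference 1.16, standard error 0.122, adjusted p = 2.78e-14). CTSS, a protease of antigen-presenting cells, and IL18, a cytokine of macrophages, had log2 differences of 0.70 (standard error 0.143, adjusted p = 3.8e-05) and 0.90 (standard error 0.133, adjusted p = 2.15e-08).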

*PIK3CG* is the only gene with a possible link with conformation as is one of the genes involved in the regulation of muscle mass (see first paragraph of discussion).

#### Large white sire and dam lines

The male and female Large White lines were difficult to differentiate from each other. Six probes corresponding to five unique annotated genes were found significantly different with a relatively low FDR (5 %). Among these five genes, four (*CPNE2*, *DHX33*, *NLRC5*, *RAD1*) were overexpressed in the male line and are coding for proteins with nuclear localizations. One of these genes was *NLRC5* (NLR family, CARD domain containing 5) and is the largest member of the NLR protein family (a NOD-like receptor). 

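CPNE2, a calcium-dependent membrane-binding protein, was 1.83-fold higher in the sire line (n = 10) than in the dam line (n = 41), with a log2 difference of -0.87 for dam minus sire line (standard error 0.17, adjusted p = 0.00586). RAD1, of the DNA damage checkpoint, was 1.73-fold higher in the sire line (log2 difference -0.79, standard error 0.159, adjusted p = 0.00703). NLRC5, an activator of MHC class I genes, was 1.96-fold higher in the sire line, at -0.73 against -1.70 on the log2 scale (adjusted p = 0.0143). DHX33, an RNA helicase, was 1.32-fold higher in the sire line (log2 difference -0.40, standard error 0.0883, adjusted p = 0.0192), and PRKRIP1, an inhibitor of the kinase PKR, was 1.38-fold higher in the dam line (log2 difference 0.46, standard error 0.101, adjusted p = 0.0192).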

NLRC5 is an intracellular receptor involved in innate immune sensing; it is induced by interferons in case of pathogen infection [54, 55]. It is also involved in the regulation of kinase activity and NF-kappaB transcription factor activity (Biological Process Ontology from GeneCodis). The three other genes have mechanistic nuclear roles. *RAD1* codes a cell cycle checkpoint protein required for cell cycle arrest and DNA damage repair. *DHX33* (DEAH (Asp-Glu-Ala-His) box polypeptide 33) is identified to code a protein with an important role in rRNA transcription and cell proliferation. *CPNE2* (copine II) codes a calcium-dependent membrane-binding protein that may regulate molecular events at the interface of the cell membrane and cytoplasm. Only one gene, *PRKRIP1* (PRKR interacting protein 1 (IL11 inducible)) gene was over-expressed in Large White dam line. Little functional information is available for this gene except a negative regulation of protein kinase activity (Biological Process Ontology from GenoCodis) but it may play a role in cytokine-mediated biological functions [56].

#### Landrace

*IGF2* was among the few genes able to discriminate the Landrace from the others with random forest and the pairwise analysis (see boxplot on Fig. 3). One surprising point is that the sPLS-DA didn’t identify *IGF2* as a discriminant gene. 

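All 7 IGF2 probes were among the 100 selected for the second dimension of the sPLS-DA, which separated Landrace from Large White, and none was selected for the other dimensions. In the forest they ranked between 7 and 27 of the probes kept. IGF2 was also higher in Large White than in the mean of the other breeds, with log2 differences between 0.76 (standard error 0.157, adjusted p = 0.000293) and 0.94 (standard error 0.145, adjusted p = 6.25e-07). That mean includes the low Landrace, and no IGF2 probe passed between a Large White line and Duroc or Piétrain. IGFBP2, which binds the growth factor, had a log2 difference of -0.24 in Landrace (standard error 0.0739, adjusted p = 0.0255) and 0.43 in Piétrain (standard error 0.0701, adjusted p = 3.72e-07). Of 6 genes of the insulin-like growth factor system, 1 (IGF2) was lower in Landrace and none higher, 1 also when adjusted over the list alone (adjusted p of the list 0.00117, and adjusted p = 0.0379 with an estimated correlation). Their mean log2 difference was -0.35 and the median -0.12, with 2 of 6 above 0. IGF2 thus weighs heavily in the list result, which does not show that the system as a whole was lower.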

The over-expression of *IGF2* in the other breeds is probably the consequence of the mutation in the *IGF2* intron3 g.3072G > A [57] which leads to an increased muscle mass and a reduced backfat deposition. This mutation has detrimental effects in prolificacy described as a result of an excess of leanness diminishing reproductive performance of the sow [58, 59]. In French breeds, the mutation favorable (allelic frequency of A > 96 %) to increase muscle mass seems fixed in Large White, Piétrain and Duroc, while the allelic frequency is always segregating in Landrace (about 70 % of allele A and 30 % of B; [60]).

The second gene identified as Landrace specific was *LBR* (lamin B receptor). 

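LBR, an inner nuclear membrane protein that binds lamin B, was 1.82-fold lower in Landrace (log2 difference -0.86, standard error 0.0964, adjusted p = 1.78e-12). Its mean was -2.49 ± 0.67 on the log2 scale in Landrace (SD, n = 33), -1.76 ± 0.38 in Duroc (n = 24), -1.46 ± 0.25 in the Large White dam line (n = 41), -1.52 ± 0.41 in the sire line (n = 10) and -1.65 ± 0.53 in Piétrain (n = 39). THBS2, a thrombospondin of fibroblasts, was 2.79-fold and 2.48-fold lower in Landrace with its 2 probes (log2 differences -1.48, standard error 0.283, and -1.31, standard error 0.239). SRP19, of the signal recognition particle, was 1.74-fold higher (log2 difference 0.80, standard error 0.105, adjusted p = 1.88e-09), LPIN1, a phosphatidate phosphatase of lipid synthesis, 1.79-fold higher with 1 of its 4 probes (log2 difference 0.84, standard error 0.156, adjusted p = 3.76e-05) and OXCT1, of ketone body use, 1.53-fold lower.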

*LBR* encodes an integral inner nuclear membrane protein. This protein is involved in the sequestration of heterochromatin near the periphery and the nucleoli in mammalian nuclei [61] and also in sterol metabolism [62].

### Transcriptomic diversity among breeds

Genetic diversity of Western pig breeds and lines has been studied over the past years using a range of genetic markers [63–67]. A clear separation of breeds was observed at markers that were specifically chosen to vary across breeds. On the transcriptome level, we observed here that breeds were also clearly separated on differential probes. The differential aspect of probes is equivalent to the pre-selection of genetic markers. In this study, after eliminating the confounding effect of sex and Piétrain, Duroc animals are the most distant to other breeds; that corresponds to the genetic basis and historical knowledge (Duroc came from America while Piétrain, Landrace and Large White originated from Europe). 

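With the 16 probes placed on X or Y in Additional file 5 left out of the called ones, the distance between breed means, corrected for the number of animals, was largest for Duroc and Piétrain (24.6 on the log2 scale). Landrace and the Large White sire and dam lines lay 20.9, 20.1 and 19.9 from Piétrain. Duroc lay 19.1 from the sire line, 18.2 from the dam line and 16.8 from Landrace, and the other distances were 15.8 for Landrace and the dam line, 14.5 for Landrace and the sire line and 11.95 for both lines of Large White. OCA2, VDR, KIT and PSMB4 in Duroc and SPP1 and PIK3CG in Piétrain enter these distances. Most of the 61 differential probes that the paper places on X or Y stay in, and Piétrain animals are the only females.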

Then Piétrain and Large White are the most distant, again as with the genetic markers. So the overall picture of breed differentiation is most probably the same at the genomic and transcriptomic level.

Specific statistical tools are now able to detect signatures of selection at the transcriptomic level and compare them to the ones at the genomic level. This will be the focus of future work.

However, transcriptomic differences across breeds may reveal the impact of selection and help understanding genetic and phenotypic changes. Perez-Enciso et al. [21] also reported interesting patterns of differential gene expression across breeds in a study involving 16 animals per breed (Large White, Duroc, Iberian, and a cross with a Sino-European hybrid line). They observed hierarchical clusterings of breeds differing with tissues. Even if the five tissues were chosen from the endocrine axis (hypothalamus, adenohypophysis, thyroid gland, gonads and fat tissue), it is interesting to note that muscle differentiation was highlighted in their breeds’ transcriptomic differentiation.

More studies are needed to understand the effects of the various evolutionary forces (amongst which is selection) on the transcriptome of pig breeds.

## Conclusions

We found numerous differences in gene expression across the main pig Western breeds. Their functional analysis highlighted which biological function differed between these breeds and more precisely which genes from these functions differed between breeds. We hypothesized that these genes and related biological functions may have been targeted by human management (among which artificial selection) on production traits. The ideal situation would be that only terminal mechanisms (muscle mass, lipid metabolism…) for production traits vary across breeds. However our results showed that a multi-functional signaling pathway (PI3K) was affected. This pathway is well-known to be involved in the regulation of muscle mass and may impact the production traits that are selected for, but also “functional” traits around the regulation of metabolic pathway such as glycolysis. Moreover, most of the top discriminant genes between breeds were found to affect fundamental transcriptional and post-transcriptional mechanisms. These results could suggest how animal management and/or genetic selection may impact not only the terminal mechanisms of production traits but also the fundamental regulation of cellular processes such as regulation of gene expression and signaling pathways. Further analysis will help to decipher if robustness in farm animals was also impacted.

## Methods

### Animal sampling

All procedures and facilities were approved by French veterinary services (ethics committee: Direction Départementale de la Cohésion Sociale et de la Protection des Populations in Rennes, France; agreement number A35-240-7). All animals were raised at the French central test Station in Le Rheu (France) in 2007 and 2008, and slaughtered in the same commercial slaughterhouse (Cooperl-Hunaudaye, Montfort-sur-Meu, France). A total of 150 individuals were sampled, and came from 5 breeds: 24 Duroc (DU), 33 Landrace (LR), 41 Large White dam line (LWF), 10 Large White sire line (LWM) and 39 Piétrain (PI). These animals were castrates in all breeds except females in PI, were reared in 10 different contempory groups, slaughtered in 29 different series, each containing several breeds. Further details can be found in [22]. Muscle samples were biopsied from *Longissimus dorsi* (LD) muscle 20’ after stunning and exsanguination. Samples were immediately frozen in liquid N_2_ and kept at −80 °C until analysis.

### Total RNA extraction

The total RNA extraction was previously described in [68]. Total RNA was isolated from each of the 150 muscle samples. Briefly, the muscle samples were disrupted, homogenized and ground to a fine powder by rapid agitation for 1 min in a liquid-nitrogen cooled grinder with stainless steel beads. An aliquot of 250–300 mg of the fine powder was then processed for total RNA isolation and purification using RNeasy Fibrous Tissue Midi kit according to the manufacturer’s instructions (Qiagen SA France, Courtaboeuf, France). The method included a proteinase K digestion step to remove proteins and a DNase digestion step to remove contaminating DNA. The extracted total RNA was eluted in 300 μl of RNase-free water and stored at −80 °C. RNA quality and concentration were controlled using an AGILENT 2100 bioanalyzer (RNA solutions and RNA 6000 Nano Lab- Chip Kit, Agilent Technologies France, Massy, France).

### Microarray data: hybridization

The 4 x 44 K Porcine Gene Expression Microarray (G2514F, V1: 020109 Agilent Technologies; GEO accession number GPL10162) used in this work was previously described by the manufacturer. The 43,803 porcine probes sourced from UniGene (Release 33, Feb 2008), RefSeq (Release 27, Jan 2008), TIGR (Release 12, Jun 2006) using Agilent 60-mer SurePrint technology.

RNA concentrations were determined using a NanoDrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). cRNA labeled with fluorescent Cyanine 3-CTP was used for hybridization at 65 °C for 17 h onto porcine oligo microarray slides, according to the manufacturer’s recommendations (Low Input Quick Amp Labeling with Low Input QuickAmp Cy3 labeling kit One-color and One-Color Microarray-Based Gene Expression Analysis; Agilent Technologies). Hybridized microarray slides were scanned with scanner Genepix 4000B (AXON INSTRUMENTS) at 5-μm resolution. The scanned images were analyzed numerically using Agilent Feature Extraction Software version 9.5.3.1. (Agilent Technologies).

### Microarray data: normalization

The whole set of 45,220 spots were analysed on 181 chips (one sample per chip, a limited number of animals giving 2 to 3 samples). One chip was removed because of overall bad quality. Each spot on each chip was allocated a weight of 0 or 1 depending on various criteria of spot’s quality and signal to background level. On average, half of the spots per chip had a 0 weight. Only spots with a weight of 1 for at least 70 % of the chips were kept for further analysis, leading to 12,358 spots. All intensity data were log transformed, and the term “data” or “intensity” referred to log (natural logarithm) transformed data throughout the manuscript. The effect of the hybridization day was removed by subtracting the mean intensity of the hybridization day. Then the mean of each chip was subtracted to make all chips comparable.

A good linearity of intensity signals were observed between all samples. One animal was hybridized 3 times, and 32 individuals were sampled and hybridized twice. A very good adequacy was observed between samples from the same individual, with an average correlation of 0.98. Then, for each individual, only the sample with the best mean quality was kept. Finally, 147 chips representing 147 individuals were available for deeper statistical analysis. The normalized microarray dataset have been deposited in the NCBI Gene Expression Omnibus GSE56011.

### Differential analysis

A linear mixed model was fitted for each spot, with breed as fixed effect and contemporary groups as random effect, with the lme function of the R package nlme. The significance of the breed effect on gene expression was evaluated with an F-type test (R function anova). A False Discovery Rate (FDR, [69]) correction was performed on raw *p*-values (R function multtest). In the same linear mixed model, comparisons of each pair of breed were tested, with a FDR correction thereafter. In all cases, a threshold of 0.1 % has been applied except for the comparison between LWM and LWF (5 % threshold). This stringent threshold was chosen to ease the functional analysis; no enrichment can be highlighted with too many genes.

The fold change (FC) for any pair of breeds was calculated as the exponential of the difference between mean expression level in breed 1 and mean expression level in breed 2. This FC corresponds to the intensity ratio of mean raw signals on the microarray between breeds.

Hierarchical clusterings were built with the Euclidian distance and the Ward aggregation criterion for each clustering.

### Breed prediction

A Random Forest (RF) analysis was performed in order to predict the breed of each animal on the basis of its transcriptomic profile, using the random Forest package of the R software [70]. A preliminary RF analysis was used to eliminate the 70 % less important genes to avoid too much noise. On the basis of the remaining 30 %, i.e. 3,336 spots, a second RF analysis was performed with 5,000 trees (the other parameters were the default ones).

A sparse Partial Least Square – Discriminant Analysis (sPLS-DA) was conducted following [30], using the mixOmics R package (http://www.mixOmics.org).

### Probes annotation

The Agilent probes were annotated searching sequence homologies against following databases: SwissProt, TIGR Pig SsGI 12, UniGene Pig, Ensembl Human Transcripts NCBI36 (annotation from SIGENAE, http://www.sigenae.org/). The annotation of the DEG is summarized in Additional file 2. This file included the localization of the probes on Sus scrofa genome (Sscrofa10.2.69) and the human, bovine and mice orthologs were added when available (ortholog_one2one). Finally, some differentially expressed genes were manually annotated with blastn against the Refseq_RNA library (NCBI) or with blat against the pig genome (Ensembl, Sscrofa10.2 version).

### Functional annotation

From the Database for Annotation, Visualization and Integrated Discovery (DAVID), the software EASE (an Expression Analysis Systematic Explorer; https://david.ncifcrf.gov/ease/ease.jsp) was used to obtain functional Gene Ontology (GO) terms for each gene, the associated KEGG pathway, and the function summary. The systematic ontological annotation is given in Additional file 6.

In a second step, the GeneCodis website was used to identify co-occurrence in the functional annotation to highlight functions specifically enriched (http://genecodis.cnb.csic.es/; [27]). The Human genome was used as reference. We focused on KEGG pathways to avoid some redundant functional information. GeneCodis calculates an adjusted p-value. Most of the results for this work were obtained with GeneCodis with top pathways presented in Table 3 and details in Additional file 4.

## Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository, with an accession number GSE56011, at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56011.

## Additional files

Additional file 1:
**1,859 genes were identified to be differentially expressed between five breeds according to statistical analysis.** 1,703 were differentially expressed with a linear mixed model (FDR < 0.1 %, column Pval. Breed.effect. BHcorrection) and 1,655 are declared differentially expressed between breeds with a pairwise analysis (FDR < 0.1 %; FDR < 5 % only for LWM compared to LWF, columns E to Y). This additional file corresponds to the analysis not restricted to autosomes. DU: Duroc; LWF: Large White dam line; LWM: Large White sire line; LR: Landrace; PI: Piétrain. (XLSX 515 kb) Additional file 2:
**Annotation of the regulated genes.** This list of probes corresponds to the differential probes from the linear mixed model, the pairwise analysis and the discriminating analysis. From this list, 1,394 probes were localized on porcine chromosomes (XLSX 650 kb) Additional file 3:
**Differentially expressed genes on autosomes.** Only probes with an alignment on the porcine genome Sscrofa10.2 are reported with the corresponding annotation from Ensembl. The global and pairwise statistics are given for all the comparisons. DU: Duroc; LWF: Large White dam line; LWM: Large sire Male line; LR: Landrace; PI: Piétrain (XLSX 689 kb) Additional file 4:
**70 pathways enriched to explain the biologically diversity of five pig breeds.** These pathways have been identified with the free software GeneCodis. These pathways concerned the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways which included the signaling and metabolic pathways. The pathways declared enriched have an adjusted p-value < 1 %. In the last column KEGG pathways including PI-kinases (PIK3C3 or PIK3CG) are highlighted. (XLSX 21 kb) Additional file 5:
**228 spots (171 unique genes) allow the discrimination between the five lines.** These genes were identified as differentially expressed from one line against the others or were identified in the sPLS-DA or Random Forest analysis. The 15 discriminant genes with the three methods are highlighted. DU: Duroc; LWF: Large White dam line; LWM: Large White sire line; LR: Landrace; PI: Piétrain. (XLSX 69 kb) Additional file 6:
**EASE systematic functional annotation for the 683 unique differentially expressed genes.** Detailed functional information were obtained from EASE (Expression Analysis Systematic Explorer) from DAVID (Database for Annotation, Visualization and Integrated Discovery) is given for each known gene when available: Official Gene Symbol, Gene identifiers (the human ortholog), Gene Name, Gene Ontology for Biological Process, Cellular Component and Molecular Function, KEGG pathway and a Function Summary (XLSX 178 kb)

## Abbreviations

CPNE2: copine II
DAVID: database for annotation, visualization and integrated discovery
DE: differentially expressed
DEG: differentially expressed genes
DHX33: DEAH (Asp-Glu-Ala-His) box polypeptide 33
DN112586: GenBank accession number for a non-annotated gene
DPH5: diphthamide biosynthesis 5
DU: duroc
EASE: expression analysis systematic explorer
ECM: extracellular matrix
FDR: false discovery rate
GO: gene ontology
IGF2: insulin-like growth factor 2
IPA: ingenuity pathways analysis
KEGG: kyoto encyclopedia of genes and genomes
KIT: V-kit hardy-zuckerman 4 feline sarcoma viral oncogene homolog
LR: landrace
LWF: large white: large white dam line
LWM: large white sire line
MOB3C: MOB kinase activator 3C
NAA20: N (Alpha)-acetyltransferase 20, NatB catalytic subunit
NLRC5: NOD-like receptor family CARD domain containing 5
OCA2: oculocutaneous albinism II
PCA: principal component analysis
PI: piétrain
PI3K: phosphoinositide 3-kinase
PIK3C3: phosphatidylinositol 3-kinase, catalytic subunit type 3
PIK3CG: phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit gamma
PLS-DA: partial least squares discriminant analysis
PRKRIP1: PRKR interacting protein 1 (IL11 Inducible)
PSMB4: proteasome (prosome, macropain) subunit, beta type, 4
RAB18: RAB18, member RAS oncogene family
RAD1: checkpoint DNA exonuclease
RF: random forest
RNGTT: RNA guanylyltransferase and 5′-Phosphatase
sPLS-DA: sparse PLS-DA
SSC: sus scrofa chromosome
TJP2: tight junction protein 2 or ZO2, zonula occludens-2
USP9X or USP9Y: ubiquitin specific peptidase 9, x-linked or y-linked
VDR: vitamin D receptor
ZO1: zonula occludens

How the deposited data were processed for this re-analysis (not part of the article)

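Total RNA of the Longissimus dorsi muscle of 147 pigs was labelled with Cy3 and hybridized to 1 one-colour Agilent array each. The animals were castrated males of Duroc (24), Landrace (33) and the Large White dam (41) and sire (10) lines and 39 Piétrain females, so the effects of breed and of sex on Piétrain cannot be separated. Each array holds 45220 spots, of which 43803 are not controls, and scans were read with Feature Extraction 9.5.3.1.

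The authors made 2 kinds of file. The scanner files hold the processed intensity of each spot with the background subtracted. The authors' value table holds, for 12358 spots, the natural log of that intensity minus the mean of the array over these spots. The deposited values were checked against the scanner files: for 144 columns of the table 1 scanner file gave the same values to a standard deviation of at most 4.9e-15 (tolerance 1e-09), in every case a file recorded for another animal. The other 3 columns and 3 files had no partner. The next best file differed by at least 0.278. As stated in the methods of the paper, the mean of the hybridization day was subtracted as well; a single mean per day would leave no trace after the array mean is subtracted, so this step cannot be seen in the files. Of the spots in the table, 1 had a good signal on under 70% of the scanner files, and 4573 other spots reached 70%.

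Before the data were examined, the plan was to use the scanner files with the slide as a random block. Because the files were recorded for other animals, the authors' value table was used in its place, under the labels of its own columns and without a block. The fits with the slide or the scan date were run on the 144 animals whose file could be matched. The median adjusted share of a probe's variance was 15.3% for slide and 13.1% for scan date, against 3.69% for breed. The main fit holds neither slide nor scan date, nor the contemporary group that the paper's model holds. The table was divided by the natural log of 2 to give log2 values, and spots of the same probe were averaged, which gave 12266 probes. Names came from the paper's own annotation first and then from the array's annotation, for 2879 probes and 2124 genes. The 2 animals whose title and breed label disagree were kept in the Large White dam line.

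Breed means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend). Breed was tested by the moderated F test, by the 10 pairs of breeds and by each breed minus the mean of the others, the Large White lines first averaged. Calls were made at a FDR of 0.1 % by the Benjamini-Hochberg procedure within each comparison (5 % between the Large White lines), as in the paper. Breed-specific probes were those called against every other breed. Fixed gene lists (26, of which 18 had at least 5 measured genes) were tested with cameraPR at a preset correlation of 0.01 and, beside it, with camera and an estimated correlation, at 1 probe per gene, the one with the highest mean, and a FDR of 5 % over 72 pairs of list and contrast. Members were found by the array's own symbols alone, since the paper's names come from its lists of differential probes. A gene that only the paper names thus counts as not measured in a list, the Y-linked genes and PSMB4 among them. With an estimated correlation 3 of the 14 calls hold. The paper's test was repeated with nlme 3.1.168 (a linear mixed model per spot with the last part of the sample's label code as random group, the contemporary group not being among the labels used here).

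Random forests (randomForest 4.7.1.2) had 5000 trees after the 70% least important probes were dropped, and sPLS-DA (mixOmics 6.26.0) kept 8, 100 and 70 probes on 3 components. Principal components were taken of centred, unscaled probes. For correlations with a gene list, the probes of that list were left out of the components. Permutation tests of single measures used 100000 random orders, and those of correlations were two-sided. Chance was tested by 99 random orders of the breed labels. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

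The genes named were chosen by rule: every gene the paper names in its Results, Discussion, Tables 3 and 4 and Figures 3 and 7, for each breed the 10 named genes with the largest increase and the 10 with the largest decrease among those called, and up to 4 called members of each list with the smallest p. The values of the paper's tables had been seen when the rule was written. Results of some genes that meet the rule are not given in the text. The genes RPS25, SPARCL1, XPNPEP3, CHM, PIR, EIF2S3 and ZRSR2, and some list members named for context, lie outside this rule and were chosen after their values were seen.

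The number of spots above background per array, taken through the matched file, ranged from 14184 to 25071 in Duroc, 14562 to 24008 in Landrace, 10606 to 25513 in the Large White dam line, 15742 to 24327 in the sire line and 13901 to 24465 in Piétrain. The number of arrays limits the precision of each mean. The procedure was tested on simulated data of 12266 probes with 200 changed in Duroc. Of those changed by 0.5 and by 1 on the log2 scale, 67% and 96% were called, and 1 unchanged probe was called. These shares hold for the simulated data and give no error rate for the real arrays, which vary by slide and scan date.

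Alternatives covered the scaling of arrays, the background, the filter, each spot on its own, the variance model, array weights, the adjustment over all 10 pairs, the random group, the slide, the scan date, the scanner files as recorded and as matched, and the animals with conflicting labels. Left out was the enrichment of pathways, since the members of each pathway that were not differential are not at hand here. Also left out was an analysis of autosomal probes as placed in Additional file 3, of which 986 of 1374 rows were used here.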

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

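The distances of single animals and the search for probes outside the filter were planned, and no test in this part was chosen only after its result was seen.

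In the Large White sire line (n = 10), a single animal, not shown to be the same one each time, lay far from the other 9 for several probes named in the text, measured as its gap to the nearest animal over the whole range of the line, beyond the critical value of Dixon's test at 5%. Among genes higher in Piétrain, this share was 0.564 for FCGR2B, 0.489 and 0.606 for the FN1 probes A_72_P157831 and A_72_P340983, 0.671 for IGFBP2, 0.494 for MMP2, 0.49 for MPEG1, 0.621 for SPP1, 0.56 for TYROBP and 0.554 for USP9X (A_72_P006541). Among genes lower in Piétrain, it was 0.476 for HSPH1, 0.518 for MOB3C, 0.467 for PPARGC-1 and 0.584 for USP9Y (A_72_P328713). For PSMA4, lower in Duroc, it was 0.597. The far value was higher than the others for FCGR2B, FN1, HSPH1, IGFBP2 and PPARGC-1 and lower for the rest. Chance alone does this in about 1 of 20 groups, and 39 of 319 probes tested in the line exceeded the critical value.

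Among the 26867 probes outside the filter, which the paper did not analyse, 6 were seen almost always in Piétrain and almost never elsewhere, or the reverse, on the matched arrays. The probes A_72_P391803, A_72_P057546, A_72_P349838 and A_72_P348488 were above background on 100% of the 37 Piétrain arrays and on at most 3.12% of those of any other breed. A_72_P242377 was above it on 91.9% of Piétrain arrays and on at most 4.88% elsewhere. A_72_P141111 was above it on 0% of Piétrain arrays and on 91.7% to 100% of those of the other breeds. The adjusted p of these differences by Fisher's exact test lay between 4.09e-31 and 1.75e-23. The 6 probes were picked by these same shares, so small p-values were built in. Piétrain animals were the only females, so breed and sex cannot be told apart here. None of these probes has a gene symbol here. In all, 20 probes outside the filter differed in detection between Piétrain and the others, 9 of them being seen more often in Piétrain.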

How the results depend on the processing

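No named gene that was called turned its direction under the alternatives run on single genes. Of 138 named probes, 128 were called, 121 of these under each of the 9 alternatives set beforehand and 104 under the later ones as well. No values of single genes were computed with the scanner files as recorded. Scaling arrays by the 75th percentile moved the median probe by at most 0.0202 on the log2 scale, and no count moved by over 1.5 times with it, with quantile normalization, with each spot on its own or without the variance trend. Pairs are written with DU for Duroc, LR for Landrace, LWF and LWM for the Large White dam and sire lines, LW for both and PI for Piétrain, and the counts that moved by over 1.5 times follow. With the scanner files as recorded, limma called 0 probes in the global test, each pair, each breed against the others, each breed-specific group and the union, with 955 probes at an unadjusted p under 0.05 in the global test. Those files hold other animals' values. With array weights, DU-LWM, LR-LWF, LR-LWM, LWF-LWM and LWM-PI called 283, 443, 103, 1405 and 528 probes in turn and LW against the other breeds gave 348. PI-specific probes numbered 139, the union held 4147 and the global test without Piétrain called 1077. With the paper's mixed model per spot, the label code taking the place of the contemporary group, DU-LR, LR-LWM and LWF-LWM called 189, 14 and 14 probes in turn. With p adjusted over all 10 pairs together, DU-LWM, LR-LWM, LWF-LWM and LWM-PI called 158, 61, 454 and 181 probes in turn. With the label code as a random block, LWF-LWM called 17 probes. Without the 2 animals with conflicting labels, LWF-LWM called 15 probes. With the Large White lines merged, DU, LR and PI-specific probes numbered 95, 23 and 237. With an estimated correlation, 3 lists were called. With all probes in place of the called ones, 4.46% of the first and 0.374% of the second principal component lay between breeds. With 80% and 20% of arrays as limits of detection, 3 probes outside the filter were missing in 1 breed, against 1 at 90% and 10%. With another seed, the forest misplaced 1 animal in place of 3. The remaining alternatives were chosen after seeing the data. With the matched scanner files, or with slide means removed first, the forest misplaced 1 animal as well. With the slide as a random block in all but 3 animals, LR-LWF and LWF-LWM called 458 and 74 probes in turn and LR against the other breeds gave 364. PI-specific probes numbered 79. With the slide as a fixed effect there, DU-LWM, LR-LWM and LWF-LWM called 52, 14 and 20 probes in turn and DU-specific probes numbered 27. With the scan date as a fixed effect there, LR-LWF, LWF-LWM and LWM-PI called 385, 176 and 173 probes in turn and LW against the other breeds gave 280. PI-specific probes numbered 80. With the probe mean of each scan date subtracted there, DU-LWF, DU-LWM, LR-LWF, LR-LWM, LWF-LWM and LWM-PI called 586, 176, 512, 50, 304 and 243 probes in turn and LR and LW against the other breeds gave 374 and 361. LWF and PI-specific probes numbered 51 and 102 and the union held 3645. With the mean of the adipocyte genes of each animal as a covariate, DU-PI, LR-LWM, LR-PI and LWM-PI called 1773, 55, 1620 and 168 probes in turn and DU, LR and PI against the other breeds gave 724, 455 and 2265. PI-specific probes numbered 92. With the matched scanner files and the slide as a random block, the global test called 3608 probes and DU-LR, DU-LWF, DU-PI, LR-LWF, LR-LWM, LR-PI, LWF-LWM, LWF-PI and LWM-PI called 518, 634, 1812, 585, 45, 1569, 90, 1795 and 211 probes in turn. DU, LR, LW and PI against the other breeds gave 768, 464, 284 and 2323, LWF and PI-specific probes numbered 58 and 113 and the union held 4153. With a normexp background (offset 50) in these files, the global test called 1287 probes and DU-LR, DU-LWF, DU-LWM, DU-PI, LR-LWF, LR-PI, LWF-LWM, LWF-PI and LWM-PI called 139, 217, 43, 653, 144, 527, 12, 580 and 54 probes in turn. DU, LR, LW and PI against the other breeds gave 238, 143, 104 and 867, DU, LWF and PI-specific probes numbered 16, 11 and 27, the union held 1521 and 22 lists were called. With probes good in at least 1 breed in these files, the global test called 3960 probes and DU-LR, DU-LWF, DU-PI, LR-LWF, LR-LWM, LR-PI, LWF-LWM, LWF-PI and LWM-PI called 551, 714, 2004, 658, 44, 1704, 75, 1992 and 256 probes in turn. DU, LR, LW and PI against the other breeds gave 850, 505, 343 and 2548, DU, LWF and PI-specific probes numbered 69, 66 and 137 and the union held 4568. Without a filter on these files, LWF-LWM called 1 probe and 24 lists were called. The adipocyte list in Piétrain turned from lower to higher with the adipocyte covariate (adjusted p = 0.858), a covariate built from the genes of that list. Of the calls of gene lists, 122 of the planned and 125 of the later recomputed values kept their side of the threshold, and 18 and 14 fell short of it in the same direction. Beyond the settings whose own construction changes the animals, probes or adjustment, the cause was not tested. Signal near background limits OCA2 in Duroc, RAB18 in Large White and the Y-linked genes in Piétrain. An analysis of all autosomal probes was not run.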

Differences from the paper's values

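Counts are compared at the paper's thresholds, a FDR of 0.1 % and 5 % for the Large White lines. Of the alternatives set before the data were examined, 11 apply to each pair and each breed-specific group and 10 to the counts over all pairs: scaling by the 75th percentile, quantile normalization, the label code as a random block, each spot on its own, no variance trend, array weights, adjustment over all 10 pairs, the animals with conflicting labels left out, the scanner files as recorded, the paper's mixed model per spot, and, for pairs and groups, the 16 probes placed on X or Y in Additional file 5 left out. Unless named as within 1.5 times of the paper's value, none of them was. The paper's mixed model was run with the label code as random group, since the paper's contemporary group is not among the labels used here. It is thus not an exact rerun.

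Probes called by a pairwise comparison and not by the global test numbered 310 here and 155 in the paper, and no alternative was within 1.5 times. For Duroc and Landrace the count was 285 here and the paper's is 164; the label code as a random block and the paper's mixed model were within 1.5 times, and the other 9 alternatives were not. For Duroc and the Large White dam line it was 367 here and the paper's is 233; the label code as a random block and the paper's mixed model were within 1.5 times, and the rest were not. For Duroc and the sire line it was 104 here and the paper's is 47; the paper's mixed model was within 1.5 times, and the rest were not. For Duroc and Piétrain it was 1068 here and the paper's is 641; the label code, the adjustment over all 10 pairs and the paper's mixed model were within 1.5 times, and the rest were not. For Landrace and the sire line it was 22 here and the paper's is 13; the label code and the paper's mixed model were within 1.5 times, and the rest were not. For the Large White lines it was 41 here and the paper's is 6, and none of the 11 alternatives was within 1.5 times. For the sire line and Piétrain it was 101 here and the paper's is 67; the label code, the paper's mixed model and the probes on X or Y left out were within 1.5 times, and the rest were not. Probes that separate Duroc from every other breed numbered 44 here and 19 in the paper, and none of the 11 alternatives was within 1.5 times.

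Some alternatives chosen after seeing the values also came within 1.5 times. With a normexp background in the matched scanner files, Duroc and Landrace gave 139, Duroc and the dam line 217, Duroc and the sire line 43, Duroc and Piétrain 653, the sire line and Piétrain 54, and the Duroc-specific group 16. Of the paper's own probes, that setting, chosen after seeing the values, dropped 75, 98, 26, 221, 31 and 10 in the same order. With the slide as a fixed effect in all but 3 animals, also chosen after seeing the values, Duroc and the sire line gave 52, Landrace and the sire line 14, the sire line and Piétrain 74 and the Duroc-specific group 27, and 20, 3, 16 and 5 of the paper's own probes were dropped. For Landrace and the sire line, the animals with a matched file gave 16, dropping 0, and the matched files without a filter 19, dropping 4, and for the sire line and Piétrain these animals gave 99, dropping 1, all chosen after seeing the values.

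The paper states that sPLS-DA did not pick IGF2; here all 7 IGF2 probes were among the 100 of its second dimension. The paper describes the expression of USP9X in Piétrain as doubled, and its 3 probes were 1.38-fold to 1.45-fold higher here. The paper describes Duroc as the breed farthest from the others once sex is set aside; here Piétrain lay farther from Landrace and both Large White lines (20.9, 19.9 and 20.1) than Duroc did (16.8, 18.2 and 19.1), but only 16 of the probes on X or Y were left out, so the probe sets are not alike. The paper states that USP9Y had no expression in Piétrain. Of its probes, A_72_P328713 was above background on 0 of 37 matched Piétrain arrays and A_72_P190866 on all 37. Females carry no Y chromosome, so the signal of A_72_P190866 in Piétrain cannot be USP9Y transcript and does not go against the paper's statement. The paper finds no difference between the Large White lines among probes localized on autosomes; here 41 probes differed with the 16 placed on X or Y left out, probes without a place being kept.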

Other observations

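The tests of explanations for the 3 patterns below were chosen only after the results they bear on were seen.

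In Landrace, 3 lists of cell types that surround the fibres were lower at the preset correlation, and none of them passed with an estimated one. The mean of the other breeds includes Piétrain, where macrophage and fibrillar matrix genes had mean log2 differences of 0.70 and 0.45. These 2 calls thus rest in part on the high Piétrain values. Lists were not tested among the castrated breeds alone. Macrophage markers were lower as a list (median log2 difference -0.28, 1 of 11 lower, 1 adjusted over the list alone, adjusted p = 9.42e-05, and adjusted p = 0.31 with an estimated correlation), with MRC1, the mannose receptor, at -0.43 (standard error 0.0883). Fibrillar matrix and fibroblast genes were lower too (median -0.23, 1 of 13 lower, 1 adjusted over the list alone, adjusted p = 0.00117, and adjusted p = 0.469 with an estimated correlation), with TIMP2, an inhibitor of matrix proteases, at -0.57 (standard error 0.0848) with 1 of its 2 probes. So were endothelial markers (median -0.23, 1 of 6 lower when adjusted over the list alone, adjusted p = 0.00384, and adjusted p = 0.308 with an estimated correlation), though not with the mean of the probes of each gene (adjusted p = 0.0723). Among 100 orders of the breed labels, the real one included, 6, 11 and 3 gave as small a p for these lists, counts not adjusted over the 72 pairs of list and contrast, so chance is not excluded.

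Heat shock proteins and chaperones were higher in Duroc (median log2 difference 0.28, 1 of 8 higher, 2 adjusted over the list alone, adjusted p = 0.00262, and adjusted p = 0.168 with an estimated correlation), with HSPE1, the mitochondrial cochaperonin, at 0.39 with 1 of its 2 probes (standard error 0.0802, adjusted p = 0.000127). They were lower in Piétrain (1 of 8 lower, 1 adjusted over the list alone, adjusted p = 0.0284, and adjusted p = 0.308 with an estimated correlation), where HSPH1 had -0.70 (standard error 0.156, adjusted p = 0.000164). Macrophage markers were lower in Duroc as a list (median -0.37, 1 of 11 lower when adjusted over the list alone, adjusted p = 0.00384, and adjusted p = 0.573 with an estimated correlation). Adipocyte and lipid synthesis genes were higher in Duroc as a list (median 0.56, 13 of 14 above 0, none past the test over the list alone, adjusted p = 0.0207, and adjusted p = 0.961 with an estimated correlation). They were lower in Piétrain (median -0.39, 1 of 14 lower, 1 adjusted over the list alone, adjusted p = 0.0363, and adjusted p = 0.961 with an estimated correlation). This call was lost when the 3 animals without a matched file were left out (adjusted p = 0.0755) and with the slide as a random block in the others (adjusted p = 0.127). Over all alternatives its adjusted p lay between 0.00524 and 0.961. Among 100 orders of the breed labels, 4, 20 and 39 gave as small a p for heat shock, macrophage and adipocyte genes in Duroc, and 12 and 38 for heat shock and adipocyte genes in Piétrain. Unadjusted as these counts are, chance is not excluded for these calls. The mean of the others includes Piétrain for each Duroc list and Duroc for each Piétrain list. The calls in both breeds are thus not independent, and the high macrophage markers of Piétrain enter the Duroc difference. Of 6 genes of the insulin-like growth factor system, 1 was higher in Large White and 2 when adjusted over the list alone (adjusted p = 0.0456, and adjusted p = 0.168 with an estimated correlation). The 1 is IGF2, whose low level in Landrace enters the mean of the others, and the list did not pass with the mean of the probes of each gene (adjusted p = 0.0723). The lists of calcium handling, fatty acid oxidation, glycolysis, immediate early, interferon-stimulated, oxidative phosphorylation and slow-twitch fibre genes passed in no breed, with smallest adjusted p of 0.573, 0.293, 0.42, 0.293, 0.491, 0.379 and 0.288.

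The first pattern concerns macrophage markers, 9 of 11 of which were higher in Piétrain. A slide batch is argued against by the same test with the slide as a random block (adjusted p = 7.01e-11), and with the adipocyte covariate the median was 0.744 (adjusted p = 2.96e-10). A smaller share of muscle fibres would raise the markers of every other cell type alike. The mean log2 difference was 0.70 for macrophage and 0.12 for endothelial markers (exact permutation test of genes between both lists, p = 8.08e-05). This p is the smallest the test can give. The test takes the genes of a list as independent, while their estimated correlation was 0.503 and 0.418, and does not measure the spread between animals. Of 13 fibrillar matrix and fibroblast genes, 12 lay above 0 (mean 0.45) and 4 were called higher. That list did not pass with an estimated correlation (adjusted p = 0.363). By these means alone, without a test between animals, a smaller share of fibres is argued against as the whole cause. As a part of the cause it stays open. Females against castrated males cannot be told apart from breed, since 0 females lie outside Piétrain. A higher number or activity of macrophages in Piétrain muscle, by breed or by sex, is a hypothesis that stays open and may be followed up.

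The second pattern concerns all probes, whose first component held 19.9% of the variance and followed the mean of 14 adipocyte and lipid synthesis genes (Pearson r = 0.888, Spearman rho = 0.862, permutation p = 1e-05 for both, the smallest they can give, adjusted p = 2.9e-05 and 2.8e-05, r = 0.884 without the 2 farthest animals, in a family of 18 lists by 6 components). For the correlation with a list, the component was computed without the probes of that list. Within breeds r lay between 0.810 in Piétrain and 0.952 in Landrace. A slide or scan date batch is argued against by r = 0.892 within slides (0.894 within scan dates), and the scaling of arrays by r = 0.892 with quantile normalization. The number of spots above background per array had r = 0.29 with the component and 0.31 with the adipocyte mean. Its part in the pattern was not tested. More fat and connective tissue in some muscle samples is a candidate explanation: the lowest r of the fibroblast and endothelial lists within a breed was 0.478, and the highest of oxidative phosphorylation and calcium handling was -0.484. Whether this fat lies within the muscle or was cut with it was not tested.

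The third pattern concerns the scanner files and the value table, which differ for the same animal. Scanner files recorded for other animals fit the Y-linked DDX3Y, for which 54 animals lay on the wrong side of the midpoint with the files as recorded. Columns of the table out of order are argued against by 0 animals on the wrong side there. An exchange among castrated males would leave DDX3Y as it is. A random order of their labels is argued against by 601 probes called without Piétrain, with 0 in any other order, while an exchange of few animals stays open. With the Large White lines as 1 breed, 17 of 30 matched slides with 4 arrays held 4 breeds, against 9 of 32 as recorded.

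Chance was tested by 100 orders of the breed labels, the real one included. For the global test (2097 probes, highest other order 2), 1 of 100 orders, the real one, gave a count as large. So it was for each breed against the others, each breed-specific group and each pair but the Large White lines. This share is the smallest the orders can give and is not adjusted over these counts. Random orders of the labels also take no account of slide, scan date or contemporary group. Within these limits chance is argued against for these counts. The highest other counts were 4 for Duroc and the sire line, 9 for Landrace and the sire line, 3 for the sire line and Piétrain and 0 for the rest of these. For the union (2407) and the test without Piétrain (601), 1 of 100 did as well, with 678 and 0 as the highest other. For the Large White lines, 2 of 100 gave at least the 41 probes, the other one 678, which points to a structure among the samples. Unadjusted as this share is, chance is not firmly excluded there. For the number of gene lists called, 14 of 100 orders gave at least the 14 of the real labels, with 23 as the highest other, so chance is not excluded for that number. Of the called lists not counted above, 13 of 100 orders gave as small a p for fibrillar matrix and fibroblast genes in Piétrain and 5 for basement membrane and other ligands there. For macrophage markers in Piétrain, the insulin-like growth factor system in Landrace and PI3K signalling in Large White it was 1, the real one, and for the growth factor system in Large White 2. These counts are not adjusted over the lists either.

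For 34 genes with a breed-specific probe and at least 1 other probe, all other probes were called the same way for 18, some for 6 and none for 10, and 0 genes had another probe called in the opposite direction by limma, though 6 had one of opposite sign.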
